# Investigation of reversible histone acetylation and dynamics in gene expression regulation using 3D liver spheroid model

**DOI:** 10.1186/s13072-022-00470-7

**Published:** 2022-11-21

**Authors:** Stephanie Stransky, Ronald Cutler, Jennifer Aguilan, Edward Nieves, Simone Sidoli

**Keywords:** Epigenetics, Histone proteins, In vitro, Liver, Proteome, Spheroids, Transcriptome

## Abstract

**Background:**

Three-dimensional (3D) cell culture has emerged as an alternative approach to 2D flat culture to model more accurately the phenotype of solid tissue in laboratories. Culturing cells in 3D more precisely recapitulates physiological conditions of tissues, as these cells reduce activities related to proliferation, focusing their energy consumption toward metabolism and homeostasis.

**Results:**

Here, we demonstrate that 3D liver spheroids are a suitable system to model chromatin dynamics and response to epigenetics inhibitors. To delay necrotic tissue formation despite proliferation arrest, we utilize rotating bioreactors that apply active media diffusion and low shearing forces. We demonstrate that the proteome and the metabolome of our model resemble typical liver functions. We prove that spheroids respond to sodium butyrate (NaBut) treatment, an inhibitor of histone deacetylases (HDACi), by upregulating histone acetylation and transcriptional activation. As expected, NaBut treatment impaired specific cellular functions, including the energy metabolism. More importantly, we demonstrate that spheroids reestablish their original proteome and transcriptome, including pre-treatment levels of histone acetylation, metabolism, and protein expression once the standard culture condition is restored after treatment. Given the slow replication rate (> 40 days) of cells in 3D spheroids, our model enables to monitor the recovery of approximately the same cells that underwent treatment, demonstrating that NaBut does not have long-lasting effects on histone acetylation and gene expression. These results suggest that our model system can be used to quantify molecular memory on chromatin.

**Conclusion:**

Together, we established an innovative cell culture system that can be used to model anomalously decondensing chromatin in physiological cell growth and rule out epigenetics inheritance if cells recover the original phenotype after treatment. The transient epigenetics effects demonstrated here highlight the relevance of using a 3D culture model system that could be very useful in studies requiring long-term drug treatment conditions that would not be possible using a 2D cell monolayer system.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-022-00470-7.

## Background

The concept of epigenetics refers to layers of information that are beyond that encoded in the DNA sequence [1]. In fact, epigenetics is a fundamental biology phenomenon as it ensures the transfer of gene regulation in daughter cells so they can maintain their specialization without modifying their underlying DNA sequence [2]. Therefore, the long-term regulation of gene expression is a critical driver of epigenetic inheritance, development, and cell memory. Cell culture is the most common method to model human biology, including investigation of the response to cell stimuli. However, using cell culture models to discriminate between short- and long-term responses, e.g., a drug treatment, is not a trivial task. This is because cells in culture tend to replicate very fast—on the average every 24–72 h—meaning that a few days are sufficient to replace most of the original cells that underwent the stimulus. Three-dimensional (3D) cell cultures are a promising in vitro alternative to flat cultures (2D) for modeling slow-growing tissue molecular function, diseases, and potential drug penetration. 3D cell cultures create an environment in which multicellular structures grow in any direction interacting with its surroundings in all three dimensions [3], therefore replicating at a slower pace due to the confluency of cells within the 3D structure. Successful 3D culture techniques aim to minimize the formation of necrotic cells while modeling the 3D architecture of parental tissue, as well as recreating a more similar gene expression, signaling, and metabolism of in vivo quiescent cells [4–6].

There are a number of 3D cell culturing techniques, which are divided into static or dynamic approaches depending on whether they allow for media exchange. Static 3D cell culturing relies on structural support for cell growth via microplates or through techniques like the “hanging droplet” [7]. These methods allow for high-throughput screening, but cells can only be grown into these devices for relatively short amount of time. The dynamic 3D systems allow for the growth of cell aggregates in suspension for virtually an indefinite amount of time thanks to the exchange of cell nutrients and gas [8]. Currently, the most common 3D spheroids are cultured using a scaffold/matrix technique or in a scaffold-free manner, which is very effective but not as high-throughput due to laborious cell collection [9]. 3D cell incubators based on the clinostat principle have emerged as alternatives for dynamic systems. The pioneer of this approach is the Rotary Cell Culture System from Synthecon [10], which inspired other products, such as the ClinoStar from CelVivo [11, 12]. The clinostat culture generates an environment where cells are influenced by gravity from all sides, which neutralizes directional gravity effects and facilitates the formation of highly reproducible 3D structures. Organoids and spheroids formed using this principle are assembled by physical properties rather than their natural biological growth [13]. More specifically, there is no net direction for the gravitational effects felt by the spheroids, resulting in a long stable plateau growth phase that better mimics in vivo conditions. In addition, cellular proliferation in this 3D system is much more similar to parental tissue, as the doubling time slows from 1 to 60 days after culturing for 40 days, whereas 2D systems having a doubling time of every 2–4 days [11].

It was proved that clinostat-based cell growth of HepG2/C3A cell lines showed cell phenotypes physiologically closer to that of the in vivo liver environment, with comparable levels of ATP, urea, and cholesterol [11, 12]. At the nuclear level, Tvardovsky et al. demonstrated that some aspects of chromatin are more similar between primary livers and 3D spheroids compared to 2D cultures. Specifically, they used tandem mass spectrometry to study histone proteolytic processing and showed that histones H2B and H3 underwent “clipping” in 3D cells and primary liver but not in 2D cultured cells [14]. This was expected, as 3D cells are characterized by a slower replication rate, enhancing the chromatin properties of a solid tissue. Fast replicating cells rapidly produce new histones, diluting the presence of histone post-translational modifications (PTMs) with slower turnovers [15]. Different studies have also shown the 3D microenvironment as a factor in epigenetic alterations. Feist et al*.* demonstrated that tumor spheroids present a different histone PTMs profile compared to cells growing as a monolayer. Specifically, they demonstrated that H3K9ac, H3K9me3, and H3K27me3 were differently regulated between the 2D and 3D cultures [16]. Li et al*.* identified thousands of 3D-growth-specific TADs (Topologically Associating Domains) and looping genes and showed that chromatin architecture experience important changes during the 3D culture of breast cancer cells [17].

In this paper, we utilize HepG2/C3A cells to establish a 3D culture system and demonstrate that spheroids can be utilized to investigate the response to epigenetic drugs using RNA-seq, proteomics, and selected analysis of metabolites. We show that the chromatin dynamics can be manipulated by drug treatment. This leads to anomalously accessible chromatin. The resulting effects on gene expression and the proteome can be reversed by restoring the standard culture condition. Altogether, our 3D liver model, described and established here, is a relatively high-throughput platform to investigate long-term effects of drug treatment on gene expression in human cells.

## Results

### Generation of functional spheroids using HepG2/C3A cells

To obtain liver spheroids from HepG2/C3A cells, we optimized the protocol originally described by Wrzesinski and colleagues [11] for ease of use and to achieve reproducible and cost-effective culturing of > 100 spheroids per bioreactor. In brief, the culture was initiated by utilizing HepG2/C3A flat culture (2D culture) grown to 80% confluency (Fig. 1A). To culture the cells as spheroids (3D culture), 1.2 × 10^6^ cells were plated in an ultra-low attachment plate containing microwells (approximately 2,000 cells per microwell) and were incubated for 24 h to allow them to self-aggregate (Fig. 1B). Before transfer to a bioreactor, the size and roundness of spheroids were analyzed by microscopy to ensure a uniform culture. Newly formed HepG2/C3A spheroids (Fig. 1C) ranged from 152 to 232 µm (Additional file 1: Fig. S1A**)**, with an average size of 201 µm (± 18.3 µm). As spheroids get older, they get bigger and present a denser core compared to the borders (Fig. 1D and E). Although they are morphologically formed after 2 weeks, they only reach a functionally active plateau after 3 weeks in culture, as previously demonstrated [12]. The spheroid shown in Fig. 1F, which was maintained in culture for 22 days, represents a functionally mature spheroid.

**Fig. 1:**
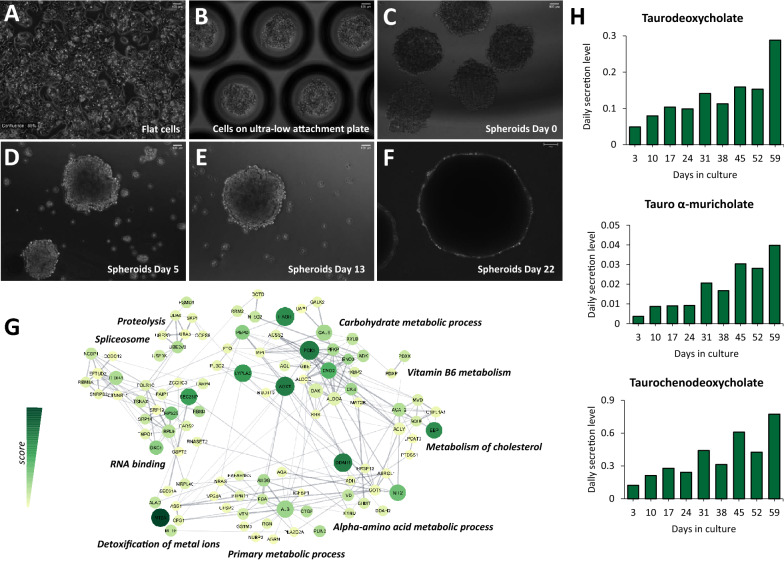
The proteome and metabolome of HepG2/C3A spheroids resemble a functional liver. **A** HepG2/C3A (human hepatocellular carcinoma) flat cells were cultivated in DMEM media supplemented with 10% FBS, until colonies reached 80% confluence. **B** Then, cells were trypsinized and plated on an ultra-low attachment 24-well plate containing microwells. **C** Spheroids were then detached from the plate, transferred to a bioreactor, and cultivated in the same media as flat cells (day 0). **D** Spheroids on day 5, **E** day 13, and **F** day 22. Images were acquired using PAULA Smart Cell Imager (Leica) with 10 × magnification. Scale bar = 100 µm. **G** Clustered network of the 200 upregulated proteins in HepG2/C3A spheroids. Clusters reflect connected portions of the network and correspond to functional categories of the proteins. The size of nodes represents *p-value*, color darkness represents the score (fold change enrichment times the *p-value*), and line thickness represents the score of interaction confidence retrieved from the software String (v11, https://string-db.org). The network was constructed by Cytoscape [20]. **H** Bar graphs show the daily secretion levels of the bile salts taurodeoxycholate, tauro α-muricholate, and taurochenodeoxycholate detected in the supernatant of spheroid culture

By growing HepG2/C3A cells as 3D spheroids, we verified whether the expressed proteome resembled more closely the one of functional liver. Biological processes significantly enriched in HepG2/C3A spheroids revealed proteins mostly related to the carbohydrate, cholesterol, and vitamin B6 metabolism as well as proteins related to amino acid metabolism and detoxification of metal ions (Fig. 1G). In fact, besides their role in metal detoxification, metallothioneins also contribute to the antioxidant activity and protective effects against free radicals performed by the liver [18]. We identified 5 isoforms of metallothioneins (MT1E, MT1F, MT1G, MT1X, and MT2A), all more abundant in spheroids in comparison to flat cells (i.e., grown in 2D culture) (Additional file 1: Fig. S1B). We were also able to detect some biomarkers known to be predominant in the liver, whether in disease or normal conditions, such as alpha-fetoprotein (AFP), albumin (ALB), apolipoprotein E (APOE), lactate dehydrogenase (LDHA), alanine aminotransferase (GPT2), and aspartate aminotransferase (GOT2) (Additional file 1: Fig. S1C). It is worth pointing out that our data were log-transformed and normalized to correct for any artificial biases in sample pipetting and injection that consequently could lead to differences in protein content. Therefore, the differences seen in the number of proteins between flat cells and spheroids indicate relative changes of protein expression and not an overall higher content of protein in the spheroids.

We also aimed to demonstrate that the longer spheroids are cultured, the more they produce and secrete metabolites typical of liver functions. Metabolic profiling of collected cell media from spheroid cultures revealed increasing levels of the bile salts taurodeoxycholate, tauro α-muricholate, and taurochenodeoxycholate (Fig. 1H), which are known to be produced by the liver. The full metabolite profiling of the cell media is available as Additional file 3: Table S1.

Together, these results confirmed that HepG2/C3A cells grown using the ClinoStar (CelVivo) 3D technology resemble the typical characteristic of functional liver, which includes maintaining whole-body lipid, glucose and energy metabolism, as well as detoxification of drugs, xenobiotics, and metals [19].

### Liver spheroids respond to chromatin decondensation

To evaluate the sensitivity of our 3D model to drug treatment, spheroids were maintained in a growth media containing 20 mM of sodium butyrate (NaBut) for 3 days (Fig. 2A). After the collection of spheroids and culture supernatant, the treatment media were replaced by the standard growth media, and spheroids were maintained in culture for additional 7 days, to evaluate whether they could recover their normal physiology. Sodium butyrate is known to act as a histone deacetylase inhibitor (HDACi), favoring histone acetylation and thus remodeling chromatin toward an open and transcriptionally active state [21]. HDACi can also have anti-cancer effects, which depend on the type of cancer and the treatment dose [22]. We analyzed histone modifications by mass spectrometry, using the protocol optimized by Sidoli and Garcia [23]. Obtained chromatograms were extracted using EpiProfile [24].

**Fig. 2:**
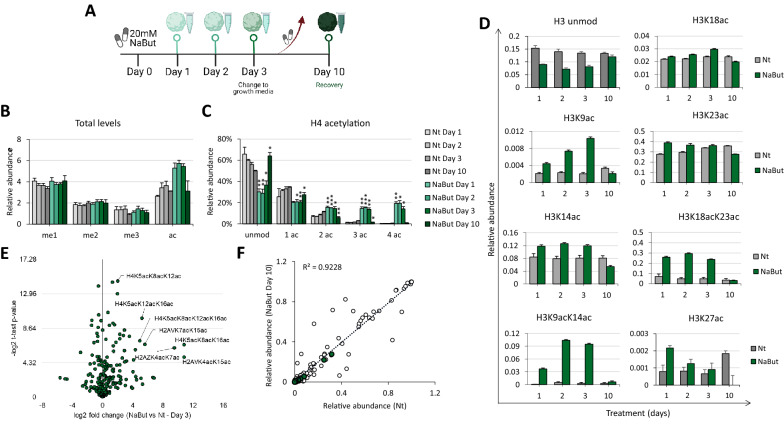
Spheroid respond to chromatin decondensation. Spheroids were treated with 20 mM of NaBut and were kept in culture for 3 days. After collection of 5 spheroids per time point, the treatment media were replaced by the standard growth media and the remaining spheroids were maintained for additional 7 days, until the last collection on day 10. Histones were extracted from 5 spheroids and analyzed by mass spectrometry. **A** Workflow for spheroids treatment. **B** Total levels of histone peptides containing 1, 2, or 3 methylations (me1, me2, me3, respectively) or containing acetylations (ac). **C** Total levels of histone H4 peptides containing acetylations (1ac, 2ac, 3ac, 4ac). Unmod, unmodified peptide. * *p* < 0.05, ** *p* < 0.005, and *** *p* < 0.0005 when compared with the Nt group. **D** Relative abundance of histone H3 acetylated peptides. Data are represented as means ± SD. Nt, non-treated. **E** Volcano plot representing NaBut vs Nt fold change after 3 days of treatment and **F** Correlation coefficient (R) of histone marks between non-treated (Nt) spheroids and NaBut-treated spheroids after recovery (Day 10). Highlighted green dots correspond to acetylated histone peptides

Overall, the total levels of mono, di, or trimethylated histones (me1, me2, me3, respectively) did not differ between non-treated (Nt) and NaBut-treated groups (Fig. 2B and Additional file 1: Fig. S2A). However, the acetylation (ac) levels increased after treatment (Fig. 2B). By using our protocol, the raw data for histone H4 are processed so that one particular peptide, which can carry up to 4 acetyl groups (amino acids 4 to 17, modification sites being K5, K8, K12, and K16), is highlighted. Therefore, we focused on that peptide to evaluate the accumulation of hyperacetylation on histone proteins. Treatment with NaBut for 3 days increased the levels of histone H4 peptides containing multiple acetylations, i.e. 3ac and 4ac, by almost 20% (Fig. 2C). Hyperacetylation of histones, triggered by NaBut, occurs slower in spheroids compared to flat cells (Additional file 1: Fig. S2B), which is expected because the lower proliferation rate of cells in the 3D culture leads to a slower production of new histones to be modified. Acetylation marks on histone H3 peptides were also quantified, and a similar trend was identified (Fig. 2D and Additional file 1: Fig. S2C, respectively). H3K9ac, as well as the combinatorial PTMs H3K9acK14ac and H3K18acK23ac, were the marks that were most upregulated by the treatment.

Importantly, following cessation of Na But treatment, we demonstrated that spheroids were able to reestablish their pre-treatment levels of histone modification after 7 days in the normal growth media (i.e., with no NaBut). By determining cell viability (adenylate kinase release), we demonstrated that spheroids were able to recover from the treatment as shown by the reduced number of damaged cells (Additional file 1: Fig. S3A). Furthermore, it is evident that on day 10, the levels of histone marks are not significantly different from their levels in the non-treated (Nt) condition (Fig. 2B–D). The recovery event is shown in Fig. 2E and F; the volcano plot clearly demonstrates that spheroids treated for 3 days show an enrichment of histone H4 hyperacetylated peptides (Fig. 2E), while on day 10 the levels return to basal levels and show a high correlation (R^2^ = 0.9228) with the non-treated condition (Fig. 2F). Besides showing that spheroids recover their normal metabolism and revert the effects caused by NaBut, our results suggest that histone acetylation seems to have minimal memory in our cell culture, as it is not being conserved once treatment has been withdrawn.

It is worth mentioning that this analysis is not possible in 2D cell monolayer, as 10 days is a sufficient time frame to fully replicate all the cells in culture, i.e., the recovery analysis would be performed on daughter cells rather than those which received the treatment. This highlights the relevance of the 3D culture model described here. To demonstrate that cells in 3D spheroids have a very slow replication rate, we quantified the relative abundance of the enzyme DNMT1, which is known for its role in maintaining methylation pattern in newly synthesized DNA strand [25]. We demonstrated that the levels of DNMT1 are lower in spheroids compared to flat cells (Additional file 1: Fig. S3B). Moreover, by metabolic labeling we confirmed that the protein turnover rate is significantly higher in flat cells than in spheroids, i.e., approx. 20% labeling after 2 days vs 1% labeling of proteins in spheroids (Additional file 1: Fig. S3C). This demonstrates that cells in 3D spheroids do not produce new DNA and new proteins, phenomena commonly associated with cell proliferation.

### Transcriptional alteration and recovery from chromatin decondensation

We had demonstrated that NaBut treatment induced histone hyperacetylation (Fig. 2B–F). Since histone acetylation is known to directly and indirectly induce transcriptional activation [26], we aimed to demonstrate whether gene expression is affected by our treatment and whether it is restored once the treatment is removed. We performed RNA sequencing (RNA-seq) of treated and non-treated spheroids, identifying 6,230 genes with significantly different (FDR < 0.05) trajectories due to NaBut treatment (Fig. 3A). 

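RNA-seq libraries were made from spheroids of HepG2/C3A cells, a human hepatocellular carcinoma line, with 5 spheroids per library that were 35 days old. Spheroids were treated with 20 mM NaBut for 1, 2 or 3 days, and those of day 10 were treated for 3 days and recovered for 7 days. Non-treated (Nt) spheroids were sampled on the same 4 days. Each of the 8 groups had 3 libraries, 24 in all. Treated and non-treated spheroids were kept in separate bioreactors, so the treatment and the bioreactor cannot be told apart. The authors extracted RNA with a column kit, had it sequenced as paired-end reads on the NovaSeq platform, trimmed the reads with Trim Galore, aligned them to GRCh38 with STAR and quantified 60708 genes with RSEM. The values analysed here are RSEM's expected counts, which estimate the number of read pairs from each gene and are not normalized. They come before the gene filter, the ComBat-seq correction of 2 batches and the regression that Additional file 2 describes. The sample labels do not name the batches, so the counts were first compared without a batch term.

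The total count on genes per library ranged from 1069028 to 32306513, with a mean of 14.89 M. The paper states an average of about 45 M paired-end reads per sample and does not say whether single reads or pairs are counted. The values here rest on the counts of pairs assigned to genes. In Nt spheroids the total ranged from 1675728 to 28912856 on day 1 (median 2202921), from 19959558 to 24764606 on day 2 (median 23639779), from 1987518 to 32306513 on day 3 (median 2909374) and from 2869504 to 30496202 on day 10 (median 22907993). In treated spheroids it ranged from 3146011 to 24474365 on day 1 (median 3397855), from 2783863 to 22177353 on day 2 (median 3273112), from 18896175 to 24910580 on day 3 (median 23148299) and from 1069028 to 17841547 on day 10 (median 17627323). The libraries fell into 2 classes with no total between 3397855 and 17627323. The 10 low-count libraries had 6.71 to 14.3% of their counts on long non-coding RNA genes, and the 14 high-count libraries 1.82 to 4.32%, as the plot of totals and lncRNA shares shows. The class was defined after the data were examined, from the total count and not from any treatment effect. It was unevenly spread, since the 3 NaBut libraries of day 3 were high-count and 2 of the 3 Nt libraries of day 3 were low-count. The first principal component of the log2 counts, with 53.6% of the variance, separated the classes (low-count libraries at 122.9 or above, high-count libraries at -107.9 or below).

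Genes were kept as in Additional file 2, where the median zFPKM of at least 1 group was above -3, which left 23655 genes. Counts were rounded, scaled with edgeR's TMM method and fitted with 8 group means. Normalized counts below are scaled to a common total of 14092565 counts and given with the SD over 3 libraries. A gene with at most 3 counts in each library of a group was taken as being at the detection floor there, and a bound from such a floor covers counting error only. Each comparison was repeated with the library class as a covariate, an alternative chosen after the data were examined.

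**Figure D1:**
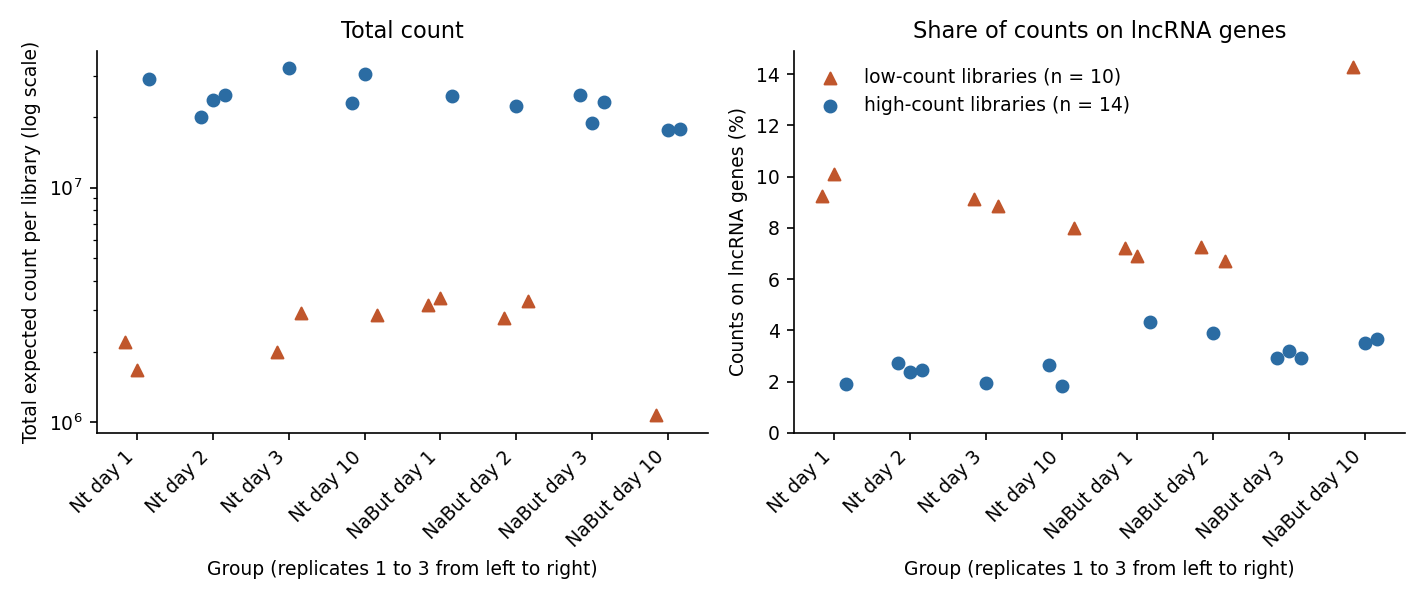
Total expected count per library on a log scale (left) and the percent of counts on lncRNA genes (right) for the 8 groups. Each point is 1 library, with triangles for the 10 low-count and circles for the 14 high-count libraries. Every low-count library has a total of 3397855 or less and an lncRNA share of 6.71% or more.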

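Over the 4 days, 9510 of the 23655 genes tested differed between NaBut and Nt (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, joint test of the 4 daily differences). The alternative that moved this count most was 1 surrogate variable as a covariate, with 17058 genes. With the library class as a covariate, 16772 genes passed, and 9470 of them were among the 9510. Leaving out each library in turn gave from 8429 to 11972 genes. In Nt spheroids alone, 180 genes changed over the 4 days by the same test (2645 at an unadjusted p under 0.05), and 2538 with the library class as a covariate. The cubic regression of Additional file 2, rewritten here from its description and run without batch correction, gave 6069 genes with a different course under NaBut. Of these, 5712 were among the 9510. The regression also requires the model to fit each gene to a set limit, which the joint test does not, so the 2 counts are unlike. After ComBat-seq with the library class as batch, which was chosen after the data were examined, the same regression gave 6124 genes, of which 4660 were shared with the 6069.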

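The trajectory genes were grouped with k-means into 8 clusters on the group means of log2 counts scaled to library size, centred per gene. Of these clusters, 5 with 5422 genes (57.0%) were on average higher in NaBut than in Nt on days 1 to 3, and 3 were lower. The largest mean difference on days 1 to 3 was 5.06 on the log2 scale in a cluster of 435 genes, and the most negative was -2.58 in a cluster of 809 genes. The share of genes in higher clusters was 57.0% with 6 centres and 57.2% with 10. Without centring each gene it was 41.2%, and it was 51.6% after the library class was removed from the data, over the 16772 genes of that fit rather than the 9510. The part of Table S2 used here pairs 1688 of its 8508 genes with the paper's own cluster labels. For these genes, the median log2 fold change on day 3 in the fit without batch term was 1.35 in cluster A (215 genes), 4.92 in cluster B (297 genes), 3.42 in cluster C (238 genes) and 1.41 in cluster D (207 genes). It was -1.13 in cluster E (178 genes), -1.07 in cluster F (267 genes), -1.10 in cluster G (38 genes) and -0.48 in cluster H (248 genes). Between 91.6 and 95% of the genes of clusters A to D were higher in NaBut on day 3, against 10.1 to 23.7% in clusters E to G and 36.7% in cluster H. Removing the class left these signs in place, with medians from 0.99 to 5 in clusters A to D, from -1.38 to -1.19 in clusters E to G and of -0.93 in cluster H. The study formed these clusters from the same libraries, so the medians describe them and test nothing.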

K-means clustering of this set of genes broke them down into 8 clusters, where genes in clusters A–D are initially upregulated and genes in clusters E–G following the opposite pattern over the time-course (Additional file 4: Table S2). Plotting the data onto a heat map, this clearly showed distinct transcriptional profiles between Nt and NaBut-treated spheroids over the time-course (Fig. 3A), highlighting that the majority of genes were upregulated in the presence of chromatin hyperacetylation. 

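On day 1, 2675 genes were higher and 2215 lower in NaBut-treated than in Nt spheroids (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so 54.7% of the differentially expressed genes were upregulated. On day 2, 5056 genes were higher and 3454 lower, or 59.4% upregulated. On day 3, 3887 genes were higher and 2763 lower, or 58.5% upregulated. The upregulated share on day 3 depended on the tool. With DESeq2 in place of edgeR it was 45.4%, with DESeq2's size factors in the edgeR fit 59.9%, and with the effective gene length as an offset 65.6%. On day 1 it was 65.4% with upper quartile scaling, which was added after the data were examined. With the library class as a covariate, 47.0% of the called genes were higher on day 1, 53.5% on day 2 and 55.5% on day 3. The day 1 value is on the other side of an even split, and with DESeq2's size factors and the class it was 55.6%. Within the high-count libraries of days 1 to 3, 8307 of 15123 called genes were higher (54.9%, 5 NaBut and 5 Nt libraries). Within the low-count libraries it was 5809 of 10458 (55.5%, 4 and 4 libraries). In both comparisons the mix of days differs between the treatments. Between the classes, 8193 genes were called in both, and 96.2% of these changed in the same direction. Of all genes called in the high-count libraries, 87.5% had the same sign in the low-count libraries.

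Among the 1067 genes called on day 3 with a mean of at least 1000 normalized counts, 35.3% were higher in NaBut. Among the 5583 called genes below that mean, 62.9% were higher. A gene near 0 in Nt spheroids can only be called higher, so part of this difference follows from the level itself. The median log2 fold change over all genes within the high-count libraries was 0.09 with TMM, 0.20 with DESeq2's size factors and 0.24 with upper quartile scaling. In the day 3 fit of all libraries, which gives the 2 shares above, it was 0.07, 0.02 and 0.03.

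**Figure D2:**
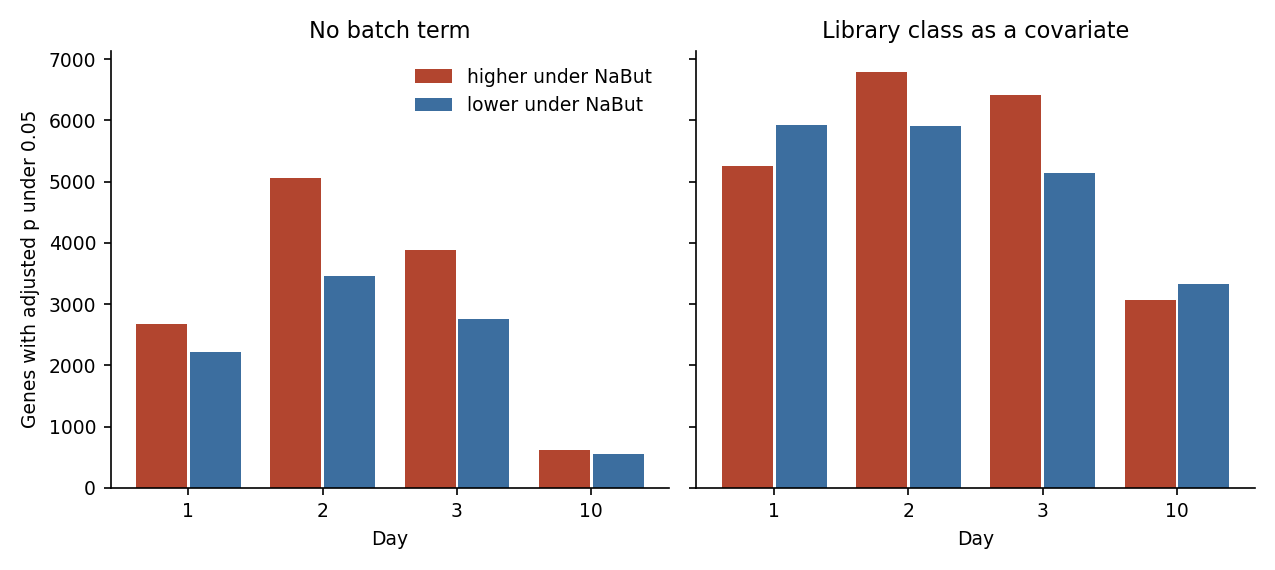
Number of genes higher (red) and lower (blue) in NaBut than in Nt on each day at an adjusted p under 0.05, without a batch term (left) and with the library class as a covariate (right). Without a batch term more genes are higher than lower on days 1 to 3, by 2675 to 2215 on day 1. With the class as a covariate, day 1 has fewer higher than lower genes.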

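On day 10, after the recovery, 1170 genes differed between NaBut and Nt, 614 higher and 556 lower (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3755 did at an unadjusted p under 0.05. Of the genes called on day 3, 716 were also called on day 10. Of these, 511 had the same direction, which is 7.68% of the day 3 genes, and 205 had the opposite direction. The remaining 454 genes of day 10 were not called on day 3. The difference between the day 10 and day 3 effects was itself tested. It passed for 2608 of the day 3 genes (39.2%). Of these, 2491 had a smaller absolute effect on day 10 than on day 3, and 1827 had the other sign on day 10, among them the 205 called in the opposite direction. The genes were picked for their day 3 effect, and the same day 3 estimate enters the difference. A smaller effect or the other sign on day 10 is therefore favoured by construction. Across the genes called on day 3, the slope of the day 10 on the day 3 log2 fold change was 0.081, and 53.1% of the genes kept their sign. Genes are not independent replicates, so the slope has no p-value. It was -0.077 with DESeq2 and -0.153 without Nt day 10 replicate 3. In the other direction, it was 0.135 with the library class as a covariate and 0.357 without NaBut day 10 replicate 1.

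The count of day 10 genes depended on the library class and on the libraries in the fit. With the class as a covariate it was 6402, including each of the 1170, with 2649 genes or 22.9% of that fit's day 3 genes called in the same direction on both days. In the high-count libraries only it was 7764 (2 NaBut and 2 Nt libraries on day 10). In the fit within that class that gave the 15123 genes of days 1 to 3, it was 4284. Without Nt day 10 replicate 2 it was 643, and in a fit of the 6 libraries of day 10 alone it was 0, with 1954 at an unadjusted p under 0.05. Within the high-count libraries the median size of the log2 fold change over the genes called on days 1 to 3 was 1.39 on days 1 to 3 and 0.51 on day 10. Within the low-count libraries, with 1 library of each treatment on day 10, it was 1.53 and 0.80. The genes were picked for their effect on days 1 to 3, so part of each fall follows from that choice.

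**Figure D3:**
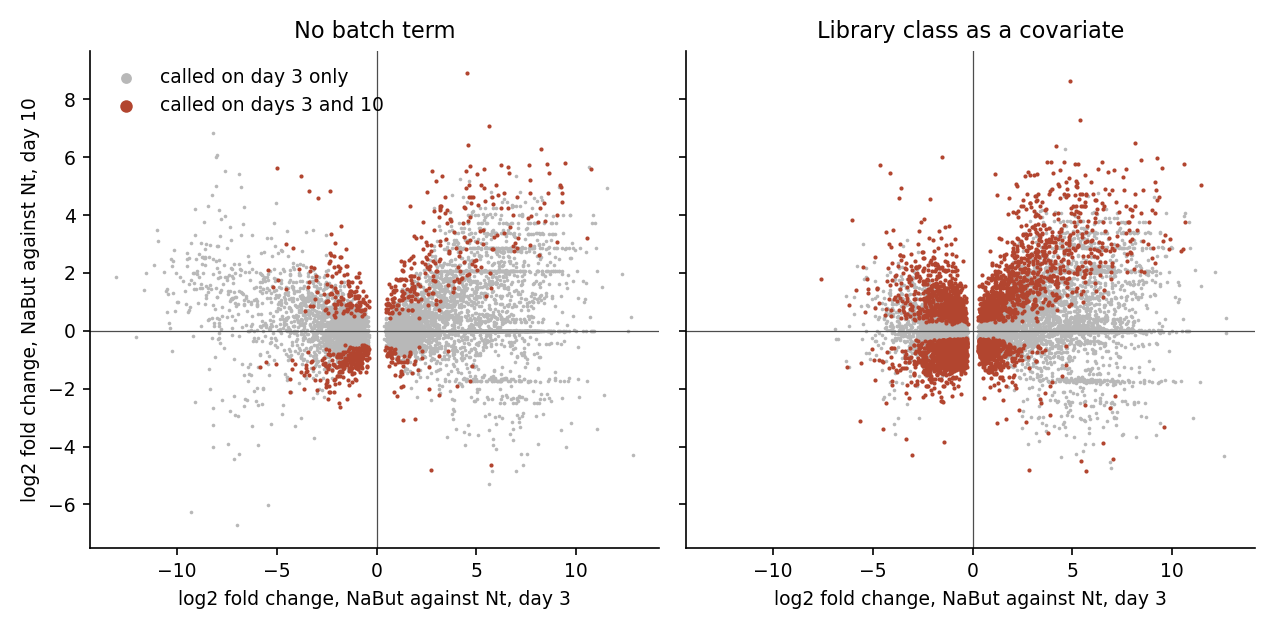
Log2 fold change (NaBut against Nt) on day 10 against that on day 3 for the genes called on day 3, without a batch term (left) and with the library class as a covariate (right). Each point is a gene, red where it was also called on day 10. Without a batch term 716 genes are red, and 205 of them lie in the quadrants where the direction differs between the days.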

Although the clusters show different trajectories after treatment, nearly all affected genes return to the control levels by day 10 (NaBut10) where the spheroids were allowed to recover for 7 days (Fig. 3B). In order to get an insight into the altered biological processes induced by histone hyperacetylation and chromatin decondensation, over-representation analysis for each of the clusters was performed using either the Gene Ontology or Molecular Signatures databases. Biological processes that were impaired by the treatment represented a slowing of cell division and metabolism, such as cholesterol metabolism (clusters G and H), DNA replication-related chromatin changes (clusters E and F), and alcohol/sterol metabolism (cluster C) (Fig. 3C). On the other hand, a myriad of seemingly unrelated biological processes were enhanced by the treatment which included macroautophagy (cluster A), cell–cell adhesion and chemotaxis (cluster B), calcium activity (cluster C), and phospholipid/glycerolipid biosynthesis (cluster H). This indicates that chromatin decondensation induced by non-specific hyperacetylation led to a spurious upregulation of genes rather than a coordinated response to the treatment. To confirm this, enrichment for cell–type signatures showed loss of liver cell identity after treatment, such as downregulation of the hepatocyte and hepatoblasts (clusters E–H) and the upregulation of non-liver signatures, such as macrophage (cluster A), neurons (clusters B–C) microglia, astrocytes, heart, and lung (clusters C–D) (Fig. 3D).

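Gene lists for the processes named in the paper were written from general knowledge before the data were examined and tested on each day with camera, a test that compares a list with all other genes (92 tests, Benjamini-Hochberg adjustment over lists and days). The median log2 fold change of a list comes from the fit used by camera and is also given with genes at the detection floor set to their bound. Of 62 calls, 60 were also made by fry, which lets the members of a list correlate freely. Fry asks whether the members change at all and not whether they change more than other genes. Its calls therefore do not test the comparison that camera makes. When camera estimated the correlation instead of taking 0.01, 7 calls were kept. These were lipoprotein and cholesterol transport on each day, and complement and coagulation, ribosomal proteins and hepatocyte genes on day 10. With the library class as a covariate 63 lists and days were called, 58 of them in common with the 62, and fry called each of the 63. Leaving out Nt day 3 replicate 2 sets 3 high-count NaBut libraries against 2 low-count Nt libraries. Leaving out NaBut day 2 replicate 2 sets 2 low-count NaBut libraries against 3 high-count Nt libraries. Values without either library, for lists or single genes, therefore cannot tell the treatment from the library class on that day.

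The 23 cholesterol biosynthesis genes had a median log2 fold change of -1.15 on day 3 (-1.10 with bounds), with 4 higher (camera adjusted p = 4.2e-08). With the class as a covariate the median was -1.81. Of the 23, 13 had an adjusted p under 0.05 over all genes, and 14 adjusted over the list alone, with 22 called under the class covariate. FDFT1 had a log2 fold change of -1.59 (adjusted p = 0.00056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HMGCS1 had -0.97 (adjusted p = 0.39) without and -2.11 (adjusted p = 1.3e-10) with the class as a covariate. Both genes overlap a gene on the opposite strand.

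The 31 DNA replication genes had medians of -1.86 on day 1, -2.31 on day 2 and -0.56 on day 3 (camera adjusted p = 1.6e-14, 7.7e-15 and 0.00029). Without Nt day 3 replicate 2, the high-count Nt library of that day, the day 3 median was 0.05 (camera adjusted p = 0.17). That fit leaves only low-count Nt libraries against high-count NaBut libraries, so it does not tell whether the fall rests on this library. With the class as a covariate the day 3 median was -0.98 (camera adjusted p = 1.1e-06). Without the covariate, 12 genes were called on day 3 over all genes and 13 adjusted over the list alone. MCM7, which overlaps AP4M1 on the opposite strand, fell by 1.83 (adjusted p = 5e-07), while MCM3 (-0.85, adjusted p = 0.052, and -1.03 with an adjusted p of 0.05 without Nt day 3 replicate 1) and PCNA (0.78, adjusted p = 0.25) did not pass. The 30 mitosis genes had medians of -2.51, -4.08 and -1.41 on days 1, 2 and 3, each called, with -0.66 on day 3 without Nt day 3 replicate 2 (adjusted p = 0.00085) and 12 genes called on day 3 both over all genes and adjusted over the list alone. CENPF fell by 1.99 (adjusted p = 0.00058), and TOP2A (-0.32, and 0.67 without Nt day 3 replicate 2) and TPX2 (-0.79) were not called. The 21 chromatin assembly factors had medians of -1.11, -1.86 and -0.53 (camera adjusted p = 0.00017 on day 3, and 0.12 with a median of -0.21 without Nt day 3 replicate 2), and the day 1 median was -0.71 without Nt day 1 replicate 3. Of these, 7 genes were called on day 3 over all genes, and 7 adjusted over the list alone. UHRF1 had 772.7 ± 36.6 normalized counts in NaBut and 3083 ± 184 in Nt (SD, n = 3), a log2 fold change of -2.00 (adjusted p = 3.7e-08). NAP1L1 (-0.42, and 0.31 without Nt day 3 replicate 2) and SSRP1 (-0.39), both overlapped by a gene on the opposite strand, were not called. Under the class covariate 19 DNA replication, 30 mitosis (median -1.85) and 18 chromatin assembly genes were called on day 3, with MCM3 (-1.30, adjusted p = 8.2e-09), TOP2A (-1.35, adjusted p = 6.3e-08), TPX2 (-1.32, adjusted p = 2.1e-09), NAP1L1 (-1.34, adjusted p = 7.7e-08) and SSRP1 (-0.63, adjusted p = 3e-05) lower and PCNA (0.08) not called.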

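The 38 macroautophagy genes had a median log2 fold change of 0.34 on day 3 (0.39 with bounds), with 27 higher, which was not past the threshold of the list test (camera adjusted p = 0.43). On day 1 it was 0.28 (adjusted p = 0.034), a call lost without Nt day 1 replicate 1 (0.10, adjusted p = 0.13), Nt day 1 replicate 2 (0.17, adjusted p = 0.078) or NaBut day 1 replicate 3 (0.02, adjusted p = 0.36), and it was 0.72 without Nt day 1 replicate 3. With the library class as a covariate it was called on day 1 (0.36, adjusted p = 0.0025) and day 2 (0.30, adjusted p = 0.031). Without the covariate on day 2 it was 0.00 (adjusted p = 0.86, and -0.27 without NaBut day 2 replicate 2). On day 3, 7 of the 38 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5 adjusted over the list alone. SQSTM1 (0.34, adjusted p = 0.065), VMP1 (1.41, adjusted p = 0.14, and 2.24 with an adjusted p of 0.049 without Nt day 3 replicate 2) and NBR1 (0.04, adjusted p = 0.97, and -0.22 without Nt day 3 replicate 1) were the most highly expressed, and each overlaps a gene on the opposite strand. Of the 38, 18 were called on day 3 under the class covariate, with SQSTM1 (0.45, adjusted p = 0.00067) and VMP1 (0.44, adjusted p = 0.013) higher and NBR1 (-0.71, adjusted p = 1.7e-05) lower.

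The 24 cell-cell adhesion genes had a median of 1.59 on day 3 (0.14 with bounds), with 19 higher (camera adjusted p = 0.0043), and 2.79 on day 2 (adjusted p = 0.0054). On day 3, 11 were called over all genes and 13 adjusted over the list alone. CADM1 rose from 493.9 ± 158 to 1370 ± 52.2 normalized counts (SD, n = 3), a log2 fold change of 1.47 (standard error 0.40, adjusted p = 0.01), not called without Nt day 3 replicate 1 (1.36, adjusted p = 0.051) or replicate 3 (1.26, adjusted p = 0.063). ROBO1 (0.15) and CDH2 (0.88), which overlaps a gene on the opposite strand, were not called. The 22 chemotaxis genes had a median of 0.63 on day 3 (0.00 with bounds), with 16 higher (camera adjusted p = 0.28, fry 0.046), and of 1.10 and 1.14 without Nt day 3 replicate 1 and replicate 3. Of these, 8 were called over all genes and 9 adjusted over the list alone. CXCL16, which overlaps MED11 on the opposite strand, fell by 1.76 (adjusted p = 6.6e-07), and CX3CL1 (-0.05, and 0.13 without Nt day 3 replicate 2) and CCL20 (0.40) were not called. There were 16 adhesion and 13 chemotaxis genes called under the class covariate, CX3CL1 (-0.30, adjusted p = 0.045) among them, and ROBO1, CDH2 and CCL20 were not.

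The 30 voltage-gated calcium and cation channel genes had a median of 1.01 on day 3 (0.09 with bounds), with 22 higher (camera adjusted p = 0.068, fry 0.024). The median was 1.26 (adjusted p = 0.028) with the library class as a covariate, 1.19 (adjusted p = 0.03) without Nt day 3 replicate 3 and 0.09 (adjusted p = 0.47) without Nt day 3 replicate 2. On day 1 it was 1.09 (adjusted p = 0.0088, and up to 0.15 when leaving out a library). On day 2 it was 3.36 (adjusted p = 0.0049). On day 3, 12 were called over all genes and 14 adjusted over the list alone. CACNA2D4 fell from 1243 ± 201 to 155.2 ± 7.07 normalized counts (log2 fold change -3.00, adjusted p = 6.8e-08). CACNA1H (-0.49) and SCN1A (-1.48), each overlapped on the opposite strand, were not called. The 47 phospholipid and GPI anchor biosynthesis genes had a median of 0.29 on day 3 (0.28 with bounds), with 30 higher (camera adjusted p = 0.29), of 0.56 without Nt day 3 replicate 2 (adjusted p = 0.014) and of 0.14 without Nt day 3 replicate 3. Of the 47, 18 were called over all genes and 19 adjusted over the list alone, in both directions. AGPAT1 rose by 0.90 (adjusted p = 5.5e-05), PCYT2 fell by 2.17 (adjusted p = 1.6e-05), both with a gene on the opposite strand, and GPAM (0.10, and -0.25 without Nt day 3 replicate 3) was not called. Under the class covariate 20 channel and 32 phospholipid genes were called, with SCN1A (-2.39, adjusted p = 7e-10) and GPAM (-0.87, adjusted p = 2.7e-05) lower and CACNA1H not called.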

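The 5 genes with the largest increase on day 3 were at or near the detection floor in Nt spheroids. They were chosen by a rule set before the data were examined, among called genes with a symbol, a mean of at least 100 normalized counts over the 24 libraries and no overlap between the 3 NaBut and 3 Nt libraries. ZCCHC12 (ENSG00000174460.4, chromosome X, 118823824 to 118826968) had 861.4 ± 40.2 normalized counts in NaBut and 0 in Nt (SD, n = 3), at least 69.6-fold higher (adjusted p = 5.6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PHOSPHO1 (ENSG00000173868.12, chromosome 17, 49223366 to 49230787) had 785.5 ± 40.8 and 0, at least 63.4-fold higher (adjusted p = 3.8e-06). S100A9 (ENSG00000163220.11, chromosome 1, 153357854 to 153361023) had 3928 ± 2001 and 2.69 ± 3.84, at least 317.1-fold higher (adjusted p = 1.6e-07). COL6A3 (ENSG00000163359.17, chromosome 2, 237324003 to 237414328) had 856.4 ± 69.9 and 0.163 ± 0.283, at least 69.1-fold higher (adjusted p = 2.9e-06). PCDH9 (ENSG00000184226.15, chromosome 13, 66302834 to 67230445), with PCDH9-AS1 on the opposite strand, had 558.5 ± 29.7 and 0.163 ± 0.283, at least 45.1-fold higher (adjusted p = 2.4e-06). None of the 5 was called on day 10, where their adjusted p lay between 0.45 and 1.

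The 5 largest decreases by the same rule were HMGA2-AS1 (at least 569.2-fold lower, adjusted p = 0.035), RAB11FIP1P1 (615.5-fold, adjusted p = 0.042), NAV2-AS1 (387.6-fold, adjusted p = 0.049), F11-AS1 (343.5-fold, adjusted p = 0.025) and UHRF2P1 (205.1-fold, adjusted p = 0.039). These bounds carry the library class, because the Nt counts came from the 2 low-count libraries of that day and the 3 NaBut libraries were high-count. The low-count libraries exceeded the high-count ones by 7.28 to 9.71 on the log2 scale for these genes, and 4 of them overlap a gene on the opposite strand (HMGA2, FTX, NAV2 and F11). With the class as a covariate, NAV2-AS1 was not called (-1.33, adjusted p = 0.32) and the others were between -4.81 and -1.96. Leaving out any of the 3 NaBut libraries of day 3 also moved all 5 past the threshold, with adjusted p up to 0.14.

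The paper takes the enhancement of processes that seem unrelated to each other as a sign of spurious gene upregulation and not of a coordinated response. It attributes this to the decondensation of chromatin by non-specific hyperacetylation.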

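Lists of marker genes for the cell types named in the paper were tested in the same way as the processes. The 40 hepatocyte genes had median log2 fold changes of -1.08 on day 1, -1.35 on day 2 and -1.06 on day 3 (-0.91 with bounds, camera adjusted p = 0.00033, 14 higher), and -0.49 on day 3 without Nt day 3 replicate 2 (adjusted p = 0.009). Of the 40, 28 were called on day 3 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 30 adjusted over the list alone. ALB (chromosome 4, 73397114 to 73421482) fell from 287800 ± 109300 normalized counts in Nt to 39230 ± 4133 in NaBut on day 3 (SD, n = 3), a log2 fold change of -2.87 (standard error 0.42, adjusted p = 5.1e-05). APOB (1.25, adjusted p = 0.1), which overlaps a gene on the opposite strand, and TF (-0.34, adjusted p = 0.41) were not called. The 25 hepatoblast genes had a median of -0.18 on day 3 (-0.19 with bounds, camera adjusted p = 0.017), which was -0.09 without Nt day 3 replicate 2 (adjusted p = 0.12) and -0.33 without Nt day 3 replicate 3. Their medians on days 1 and 2 were -0.61 and -0.84 (adjusted p = 0.0012 and 0.00059), and the day 1 call was lost without Nt day 1 replicate 3 (-0.63, adjusted p = 0.056), with -0.94 without NaBut day 1 replicate 3. On day 3, 13 hepatoblast genes were called over all genes and 15 adjusted over the list alone. AFP fell by 2.79 (adjusted p = 2.3e-05) and IGF2, with IGF2-AS on the opposite strand, by 3.06 (adjusted p = 4.3e-07). The hepatocyte and hepatoblast lists share 8 genes, among them ALB. On day 3, 34 hepatocyte and 19 hepatoblast genes were called under the class covariate, TF (-0.77, adjusted p = 1.1e-05) among them, and APOB was not.

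Of the non-liver lists, the 15 macrophage genes had a median of 1.15 on day 3 (1.18 with bounds, camera adjusted p = 0.0024, 7 called over all genes and 8 adjusted over the list alone). CTSB rose by 1.18 (adjusted p = 7.8e-06), and CTSD (-0.10) and LYZ (-0.17, and 0.54 without Nt day 3 replicate 2), both overlapped on the opposite strand, were not called. The 12 microglia genes, some of which are also macrophage genes, had a median of 3.17 (1.61 with bounds, camera adjusted p = 0.0025, 8 called over all genes and 10 adjusted over the list alone), with a fall of INPP5D to -2.11 (adjusted p = 1.9e-08). CSF1R (3.16) was not called. The 27 neuron genes had a median of 1.53 (0.00 with bounds, camera adjusted p = 0.0061, 14 called over all genes and 15 adjusted over the list alone), which was 0.51 without Nt day 3 replicate 2 (adjusted p = 0.15). The most highly expressed of them, TUBB3 (0.67, adjusted p = 0.098), was not called, and ENO2 (-1.34, adjusted p = 0.0088) and CPLX2 (-1.36, adjusted p = 7e-04) were lower in NaBut. The 18 astrocyte genes had a median of 0.47 (0.26 with bounds, camera adjusted p = 0.07, fry 0.00011, 5 called over all genes and 6 adjusted over the list alone), and 0.81 without Nt day 3 replicate 2. CLU rose by 1.70 (adjusted p = 3.9e-05), and AGT (0.21), which overlaps COG2, and GLUL (0.30) were not called. The 19 genes of ciliated epithelium, used for lung, had a median of 1.86 (0.00 with bounds, camera adjusted p = 0.13, fry 0.018, 10 called over all genes and 11 adjusted over the list alone), and 0.86 without Nt day 3 replicate 2 (adjusted p = 0.4). Their most highly expressed members were TUBB4B (-0.59, adjusted p = 0.013, and 0.055 without NaBut day 3 replicate 2), CAPS (-1.05) and CCDC39 (-4.77, and 2.80 with the library class as a covariate), all overlapped on the opposite strand. The 13 genes of MHC class II, for antigen presentation, had a median of 5.43 (3.69 with bounds, camera adjusted p = 7.3e-07, 11 called both over all genes and adjusted over the list alone). HLA-DPA1, which overlaps HLA-DPB1, was at least 64.2-fold higher (adjusted p = 5.3e-05), CD74 rose by 1.85 (adjusted p = 0.0033), and CIITA (-4.37, and 0.66 with the class as a covariate), overlapped by DEXI, was not called. Under the class covariate 11 macrophage, 12 microglia, 18 neuron, 13 astrocyte, 13 ciliated epithelium and 11 MHC class II genes were called on day 3. Among these were LYZ (-0.93, adjusted p = 5e-06), CSF1R (5.23, adjusted p = 0.00025), TUBB3 (1.13, adjusted p = 4.2e-07) and CCDC39 (adjusted p = 0.0073), and CTSD, AGT, GLUL, CAPS and CIITA were not called. Heart was not tested. Whether the members of these lists are specific to the cell types, and not also expressed by liver cells, was not tested either. A rise of a list or of a single member does not by itself show another cell identity.

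**Figure D4:**
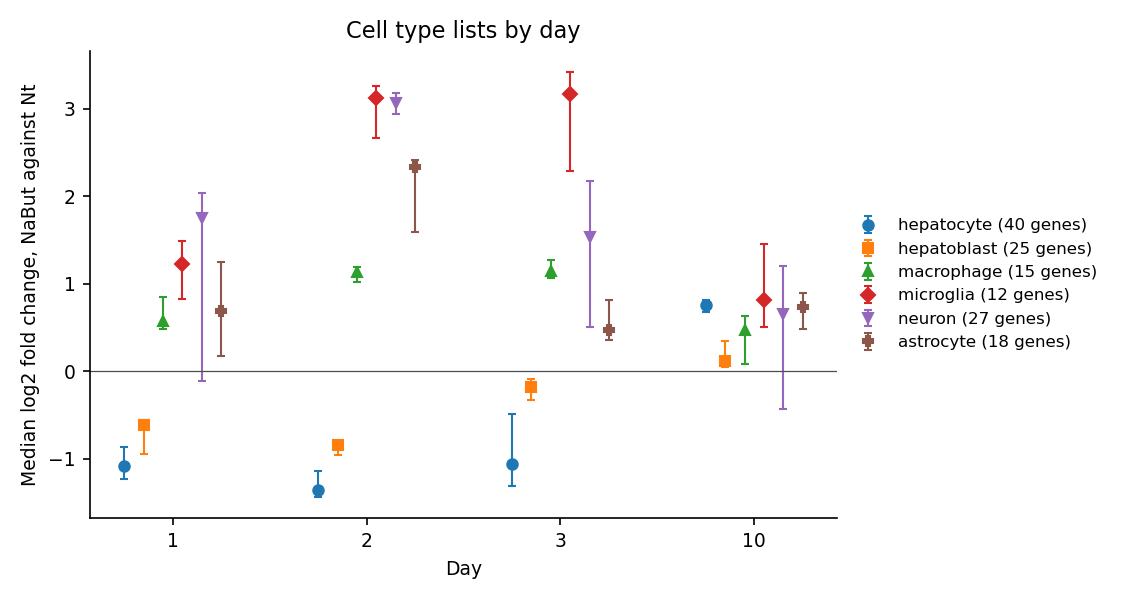
Median log2 fold change (NaBut against Nt) of the genes of 6 cell type lists on days 1, 2, 3 and 10. Bars span the medians obtained when each library of that day is left out in turn. The hepatocyte list lies at -1.06 and the microglia list at 3.17 on day 3.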

**Fig. 3:**
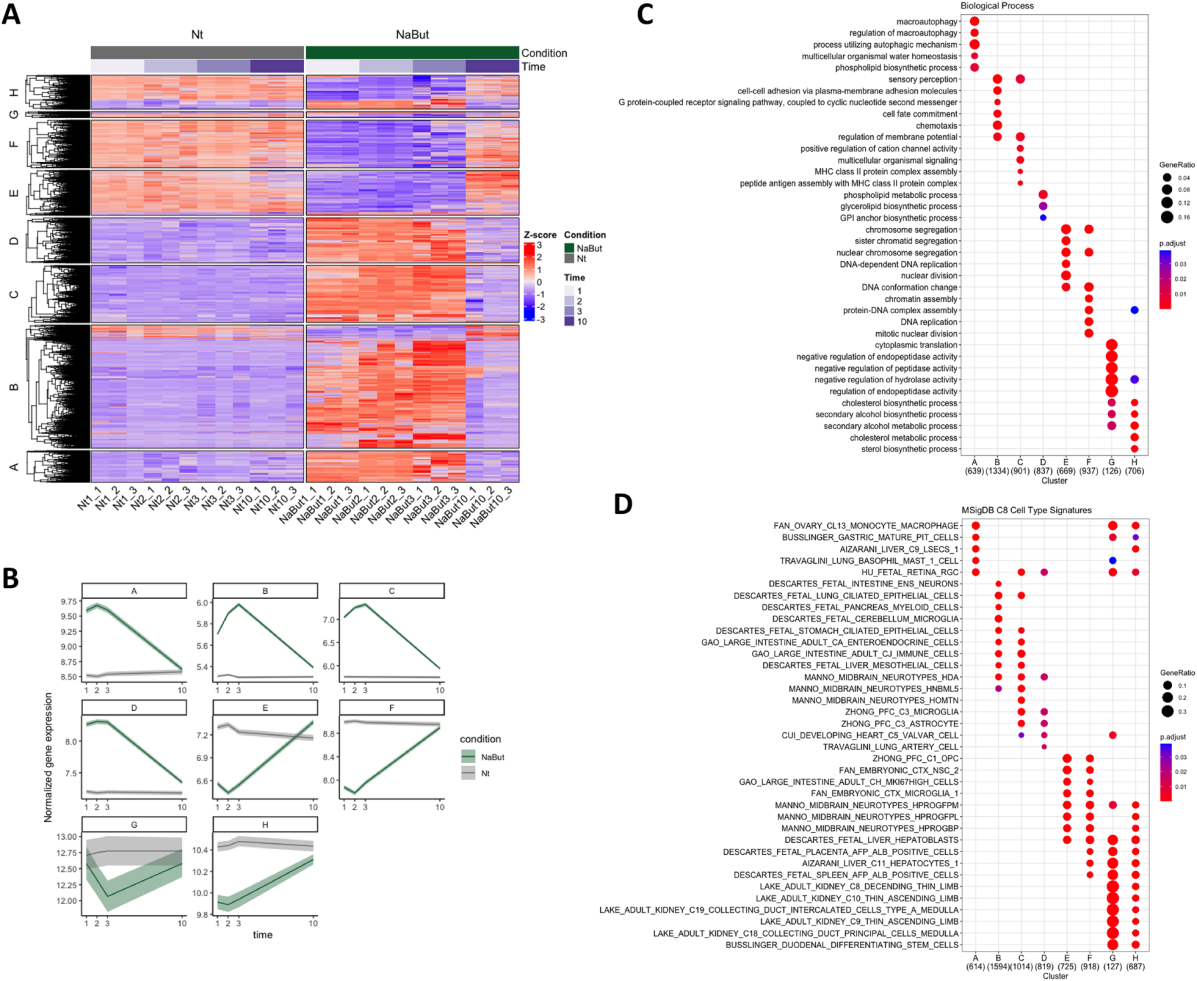
Transcription alteration and recovery following NaBut treatment. **A** Heat map showing genes significantly altered over the time-course of the treatment. Non-treated (Nt1, Nt2, Nt3, Nt10) and NaBut-treated (NaBut1, NaBut2, NaBut3, NaBut10) spheroids, treated for 1, 2, or 3 days and the recovery time point (day 10); n = 3. **B** Average trajectory of genes over the time-course for each cluster showing return to baseline levels at recovery time point (day 10). Ribbons represents standard error. **C** Gene ontology biological process over-representation analysis for each of the clusters. **D** Cell-type signature over-representation analysis for each of the clusters. Clusters A–D are downregulated and clusters E–H are upregulated over the time-course

### Histone hyperacetylation and chromatin decondensation have a direct effect on the spheroids’ proteome

Given the effect of NaBut on cellular biological processes at the transcriptome level, we then investigated the gene ontology (GO) enrichment at the proteome level (Fig. 4). GO analysis of upregulated proteins of spheroids treated with NaBut for 1, 2, and 3 days (Fig. 4A, B and C respectively) revealed a poor enrichment with non-specific cellular processes, indicating a similar uncontrolled gene expression as previously detected by RNA-seq data. On the other hand, the top enriched GO terms for the upregulated proteins of spheroids after the recovery period (day 10) revealed liver-related functions, such as lipid metabolic process, cholesterol transport, and plasma lipoprotein particle remodeling (Fig. 4D). Biological processes that were impaired by NaBut treatment include regulation of nuclear processes, such as RNA metabolism, transcription by RNA polymerase II, as well as chromosome and chromatin organization (Additional file 1: Fig. S4A and B). Although spheroids seem to reestablish its liver functions after the recovery period, some nuclear processes, including RNA metabolic process and chromatin organization, remain altered and might take longer to return to basal levels (Additional file 1: Fig. S4C). This can be explained by proteins having a slower turnover than histone acetylation. The full list of identified proteins is available as Additional file 5: Table S3.

**Fig. 4:**
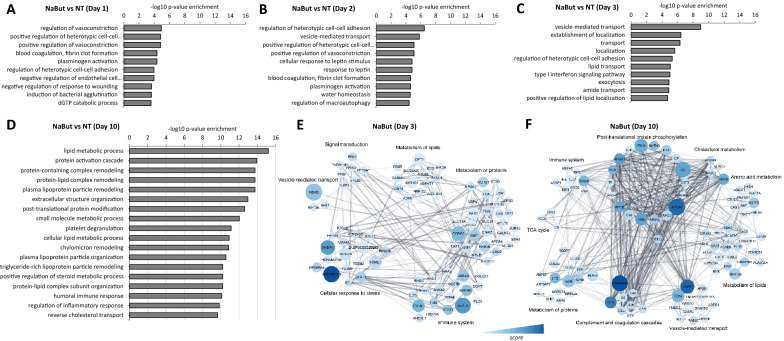
Liver function is impaired by chromatin decondensation and transcription activation. Gene ontology (GO) enrichment analysis of spheroids treated for **A** 1, **B** 2, **C** 3 days and **D** after recovery (day 10). Functional annotation was obtained using GOrilla [27]. Clustered network of the 200 upregulated proteins in spheroids treated with NaBut for 3 days **E** and **F** recovered spheroids (day 10). Clusters reflect connected portions of the network and correspond to functional categories of the proteins. Size of nodes represents *p-value*, color darkness represents the score (fold change enrichment times the *p-value*), and line thickness represents the score of interaction confidence retrieved from the software String (v11, https://string-db.org). The network was constructed by Cytoscape [20]

Proteins with the highest score in spheroids treated with NaBut for 3 days or spheroids recovered from treatment (day 10) were then used to construct a network of protein interactions (Fig. 4E and and F, respectively) to demonstrate the molecular and cellular mechanisms enriched in each of the conditions. Biological processes significantly enriched in treated spheroids revealed proteins mostly related to cellular response to stress and immune system, although proteins related to metabolism of lipids and proteins and signal transduction were also enriched (Fig. 4E). Interestingly, the pathways most enriched after spheroids are recovered from the treatment include post-translational protein phosphorylation, vesicle-mediated transport, and complement and coagulation cascades (Fig. 4F). Biological processes related to liver function, such as the TCA cycle, metabolism of lipids, and cholesterol metabolism, are also enriched once spheroids reestablish their homeostasis, indicating that the cells within 3D spheroids regulate their proteome toward recovering original liver functionalities. 

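On day 10 the RNA of several liver functions was higher in the recovered spheroids than in Nt spheroids of the same day. The 38 complement and coagulation genes had a median log2 fold change of 1.15 (1.11 with bounds), with 35 higher (camera adjusted p = 1.1e-17). Of these, 12 were called over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 23 adjusted over the list alone. C3 (chromosome 19, 6677704 to 6730562) had 100600 ± 10400 normalized counts in NaBut and 61230 ± 1720 in Nt (SD, n = 3), a log2 fold change of 0.72 (standard error 0.15, adjusted p = 0.006). FGA was higher by 2.36 (adjusted p = 0.0074, and 0.052 without Nt day 10 replicate 3), and FGG (1.95, adjusted p = 0.21) was not called. The 26 lipoprotein and cholesterol transport genes had a median of 0.60 (0.51 with bounds), with 21 higher (camera adjusted p = 0.002, 6 called over all genes and 8 adjusted over the list alone), and 0.38 without Nt day 10 replicate 1. Their most highly expressed members, APOB (0.14, and -0.27 without Nt day 10 replicate 3), APOA1 (0.92, adjusted p = 0.1, and 1.22 with an adjusted p of 0.033 without Nt day 10 replicate 3) and APOA2 (-0.34), were not called, and the first 2 overlap a gene on the opposite strand. The 23 cholesterol biosynthesis genes had a median of 0.27 (0.17 with bounds, camera adjusted p = 0.042, fry 0.13, 5 called over all genes and 6 adjusted over the list alone). That call was lost without Nt day 10 replicate 3 (-0.03, adjusted p = 0.38), without NaBut day 10 replicate 2 (-0.04, adjusted p = 0.36) and without NaBut day 10 replicate 3 (0.14, adjusted p = 0.073). The 26 TCA cycle genes had a median of -0.09 (-0.15 with bounds), with 8 higher, and were not called (camera adjusted p = 0.059). None of them was called over all genes or adjusted over the list alone. The TCA cycle list was called as lower with the library class as a covariate (adjusted p = 0.018), without Nt day 10 replicate 3 (-0.34, adjusted p = 0.0073), without NaBut day 10 replicate 2 (-0.25, adjusted p = 0.017) and without NaBut day 10 replicate 3 (-0.23, adjusted p = 0.024), and was at -0.02 without Nt day 10 replicate 2 and -0.04 without NaBut day 10 replicate 1. IDH1 (-0.34) and CS (-0.33) each overlap a gene on the opposite strand and were not called. Under the class covariate 29 complement, 17 lipoprotein, 10 cholesterol biosynthesis and 8 TCA cycle genes were called, with FGG (1.83, adjusted p = 7.2e-10) and APOA1 (0.94, adjusted p = 3.1e-06) higher, IDH1 (-0.37, adjusted p = 0.035) and CS (-0.36, adjusted p = 0.011) lower, and APOB and APOA2 not called.

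On day 3 the complement and coagulation list had been at -0.73 (camera adjusted p = 0.0025, and -0.35 with an adjusted p of 0.099 without Nt day 3 replicate 2). The lipoprotein and cholesterol transport list had been at -1.58 (adjusted p = 0.00033) and the TCA cycle list at 0.25 (adjusted p = 0.62), with 0.56 without Nt day 3 replicate 2 (adjusted p = 0.26), 0.11 without replicate 1 and 0.05 without replicate 3. With the library class as a covariate the TCA cycle list was at -0.10 on day 3. It was not called there by camera (adjusted p = 0.082) and was called as lower by fry (1.9e-05). The list of 40 cytosolic ribosomal proteins had a median of -0.97 on day 10 (-1 with bounds), with 0 higher (camera adjusted p = 1.2e-33, 22 called over all genes and 34 adjusted over the list alone), after -0.73 on day 3. RPL3 was lower by 0.88 on day 10 (-0.88, adjusted p = 0.0054), and RPL13 (-0.67, adjusted p = 0.14, and -0.93 with an adjusted p of 0.041 without NaBut day 10 replicate 1) and RPLP0 (-0.52) were not called. Each of the 40 was called under the class covariate, RPL13 at -0.68 (adjusted p = 0.00022) and RPLP0 at -0.52 (adjusted p = 0.00023). The median over all genes on day 10 was 0.18 with TMM and 0.24 with DESeq2's size factors, so the directions of the complement, lipoprotein and ribosomal lists do not depend on the choice between these scalings.

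**Figure D5:**
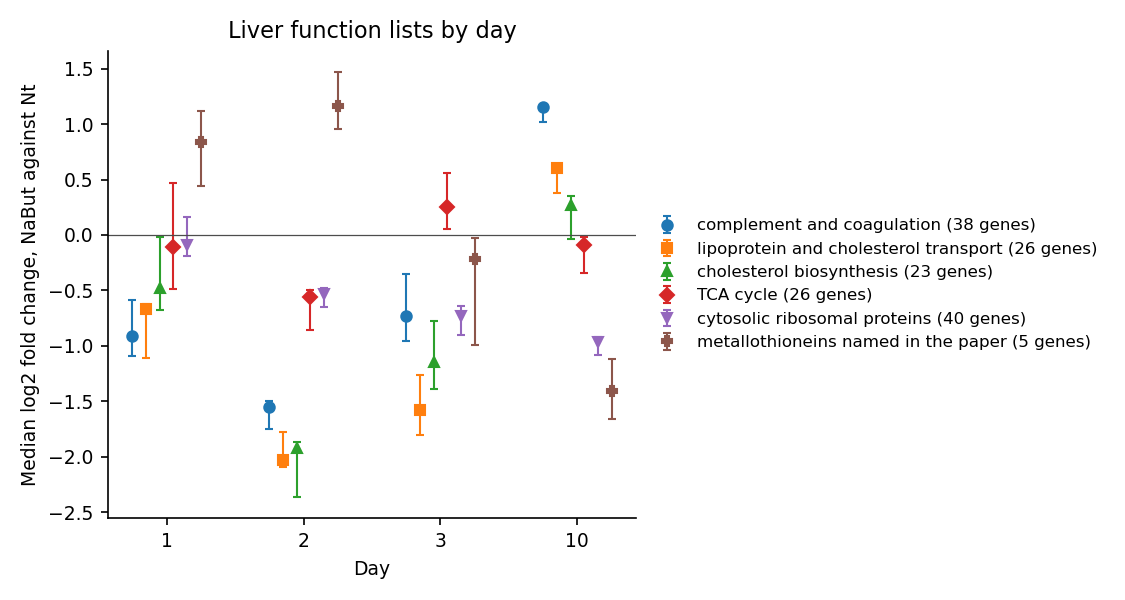
Median log2 fold change (NaBut against Nt) of the genes of 6 lists on days 1, 2, 3 and 10. Bars span the medians obtained when each library of that day is left out in turn. On day 10 the complement list lies at 1.15 and the ribosomal list at -0.97.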

Interestingly, this regulation was not noticed in RNA-seq data, most likely due to the faster turnover of RNAs compared to proteins. 

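The genes with the largest differences on day 10 were chosen by the rule used on day 3. On the upper side, G6PC1 (ENSG00000131482.10, chromosome 17, 42900797 to 42914438) had 1276 ± 787 normalized counts in recovered and 50.5 ± 29.1 in Nt spheroids (SD, n = 3), a log2 fold change of 4.61 (standard error 0.60, adjusted p = 0.00017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MUC3A (157.3 and 5.1 normalized counts, log2 fold change 4.71, adjusted p = 0.0051) overlaps a gene on the opposite strand. IFI6 (116 and 3.94, log2 fold change 4.40, adjusted p = 0.00033) and TRIM50 (405.1 and 19.2, log2 fold change 4.33, adjusted p = 0.00015) were also higher. RUNDC3A, overlapped by RUNDC3A-AS1, was at least 8.27-fold higher (adjusted p = 0.044), and this call was lost without any of the 3 Nt libraries and without NaBut day 10 replicate 1, with an adjusted p of up to 0.18. The bound rests on NaBut day 10 replicate 1, a low-count library with 140.6 normalized counts from 11 counts. Replicates 2 and 3 had 5.86 and 8.23 normalized counts. On the lower side, HSPA6 (ENSG00000173110.8, chromosome 1, 161524540 to 161526894) had 20.9 ± 6.59 normalized counts in recovered and 562.4 ± 60.1 in Nt spheroids, a log2 fold change of -4.80 (standard error 0.63, adjusted p = 0.00017). ANGPTL4 fell by 2.48 (adjusted p = 4.4e-05). The histone genes H2AC15 (-2.65, adjusted p = 0.0096, and 0.056 without NaBut day 10 replicate 3) and H2BC14 (-2.65, adjusted p = 0.0039) belong to families whose members share sequence. SLC16A6 (-2.35, adjusted p = 0.037), with ARSG on the opposite strand, was not called without any 1 of 5 of the 6 libraries of the day (adjusted p up to 0.16).

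Of the genes the paper names, GPT2 (-0.65, adjusted p = 0.02, and 0.086, 0.069 and 0.053 without Nt day 10 replicate 2, NaBut day 10 replicate 1 and NaBut day 10 replicate 2) and DNMT1 (-1.02, adjusted p = 0.00017) were lower on day 10, as were MT1E (-1.46, adjusted p = 0.018), MT1G (-1.5, adjusted p = 0.029), MT1X (-2.19, adjusted p = 0.00024) and MT2A (-2.09, adjusted p = 0.021). The calls of MT1E, MT1G and MT2A were each lost without Nt day 10 replicate 3 (-1.03, -1.08 and -1.39, adjusted p = 0.076, 0.11 and 0.11), NaBut day 10 replicate 2 or NaBut day 10 replicate 3. The list of 5 metallothioneins had a median of -1.41 (camera adjusted p = 8.7e-06, 4 called over all genes and 5 adjusted over the list alone). AFP (0.47, adjusted p = 0.61), ALB (0.65, adjusted p = 0.47), APOE (0.72, adjusted p = 0.59), LDHA (-1.26, adjusted p = 0.55), GOT2 (-0.76, adjusted p = 0.33) and MT1F (-0.90, adjusted p = 0.12) were not called. These 6 were called on day 10 under the class covariate, AFP (0.44, adjusted p = 0.00091), ALB (0.66, adjusted p = 0.00018) and APOE (0.67, adjusted p = 0.0014) as higher and LDHA (-1.36, adjusted p = 1.9e-08), GOT2 (-0.78, adjusted p = 1.4e-05) and MT1F (-0.72, adjusted p = 0.0013) as lower. On days 1 and 2 the metallothionein list had been higher (0.84 and 1.16, camera adjusted p = 0.029 and 0.04). These rose to as much as 0.1 and 0.074 when leaving out a library. MT1X had been called as higher on both days (1.90 and 2.00, adjusted p = 9.8e-05 and 4.2e-05). MT1E (1.27, adjusted p = 0.0083) and MT2A (2.34, adjusted p = 0.0018) had been so on day 2 only, and MT1F and MT1G on neither. On day 3 APOE (-2.44, adjusted p = 0.0029), GPT2 (-0.94, adjusted p = 0.00021), DNMT1 (-0.83, adjusted p = 0.00013) and MT1F (-1.17, adjusted p = 0.0092) had been lower, and MT1G (-1.25, adjusted p = 0.02) had been called except without any 1 of 4 of the 6 libraries of that day (adjusted p up to 0.074). LDHA (-0.77), GOT2 (0.24), MT1E (-0.42), MT1X (0.44) and MT2A (-0.59) had not been called on day 3, and LDHA was at 0.27 without Nt day 3 replicate 2. With the library class as a covariate LDHA was at -1.87 (adjusted p = 2.6e-11), MT1X at 0.85 (adjusted p = 0.00091), GOT2 at -0.26, MT1E at 0.18 and MT2A at 0.36. The list of the 6 liver biomarkers that the paper names, which holds AFP, ALB, APOE, LDHA, GPT2 and GOT2, had a median of -0.06 (camera adjusted p = 0.36, 1 called both over all genes and adjusted over the list alone), and from -0.23 (without Nt day 10 replicate 3) to -0.15 (without NaBut day 10 replicate 2) when any 1 of 5 of the 6 libraries was left out. Each of its 6 genes was called under the class covariate, 3 higher and 3 lower.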

In fact, by day 10 basically all RNA levels were back to baseline (Fig. 3A).

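To compare the number of expressed genes at equal depth, each library was drawn down at random to the smallest total of its class. At 17627331 counts, the high-count libraries of days 1 to 3 had 25640 ± 617 genes with a count in NaBut and 21247 ± 386 in Nt (SD, n = 5 libraries each, p = 0.00794 in a two-sided exact permutation test, the smallest that 5 against 5 allow). This is 20.7% more genes in NaBut, and the 5 NaBut libraries all lay above the 5 Nt libraries. With at least 5 counts required, the means were 19132 ± 375 and 16293 ± 251 (SD, n = 5, exact permutation test, p = 0.00794). The low-count libraries, drawn to 1069010 counts, had 20254 ± 356 genes with a count in NaBut and 19105 ± 360 in Nt (SD, n = 4, exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). With at least 5 counts required, no difference was seen at that depth, with 13244 ± 167 and 13300 ± 297 genes (SD, n = 4, exact permutation test, p = 0.8). The libraries of days 1 to 3 were pooled for these tests, since no day had at least 2 high-count libraries of each treatment. The days were not balanced. Of the 5 high-count libraries, 3 were of day 3 in NaBut and 3 of day 2 in Nt. The low-count libraries were of days 1 and 2 in NaBut and of days 1 and 3 in Nt. The permutation test takes libraries of different days as exchangeable, and the bioreactor stays confounded with the treatment. On day 10, the 2 high-count NaBut libraries had 22203 and 22242 genes with a count, and the 2 high-count Nt libraries 20730 and 21547. These are too few libraries for the exact permutation test used above.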

Altogether, our data show that NaBut treatment for 3 days induces histone hyperacetylation and, as an indirect effect, triggers transcriptional activation, most likely through chromatin decondensation. However, the proteome showed a slower regulation compared to histone modifications and mRNA, potentially contributing to re-establishing the baseline functionalities of spheroids prior to treatment. Enriched proteins related to lipid metabolic process, described above, are highlighted in the volcano plots for each of the treatment days (Fig. 5A). It is evident that most of these proteins are enriched on day 10, when the cells are no longer exposed to the treatment, indicating that cells returned their normal metabolism. On the other hand, proteins related to response to treatment (Fig. 5B) and transcription (Fig. 5C) are enriched specially on day 3, suggesting that the effect of NaBut treatment might be cumulative in the cells. Altogether, this indicates that our 3D cell culture is a suitable model for recovery studies as well as long-term treatments (model in Fig. 6A–B), approaches that are not supported by cells growing as a monolayer.

**Fig. 5:**
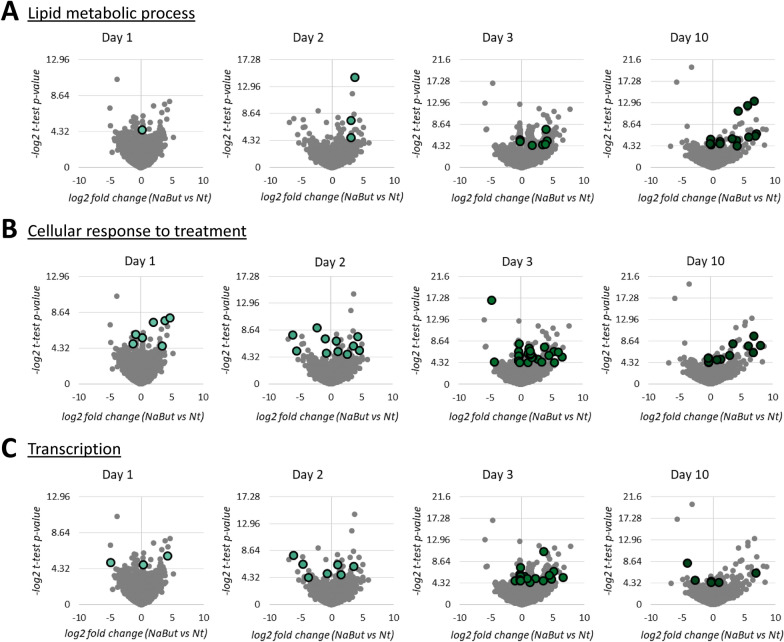
NaBut treatment affects the proteome of spheroids. Volcano plots representing NaBut vs Nt fold change after treatment (days 1, 2, and 3) and recovery period (day 10). Highlighted bubbles display the relative abundance of proteins related to **A** lipid metabolic process, **B** cellular response to treatment, and **C** transcription

**Fig. 6:**
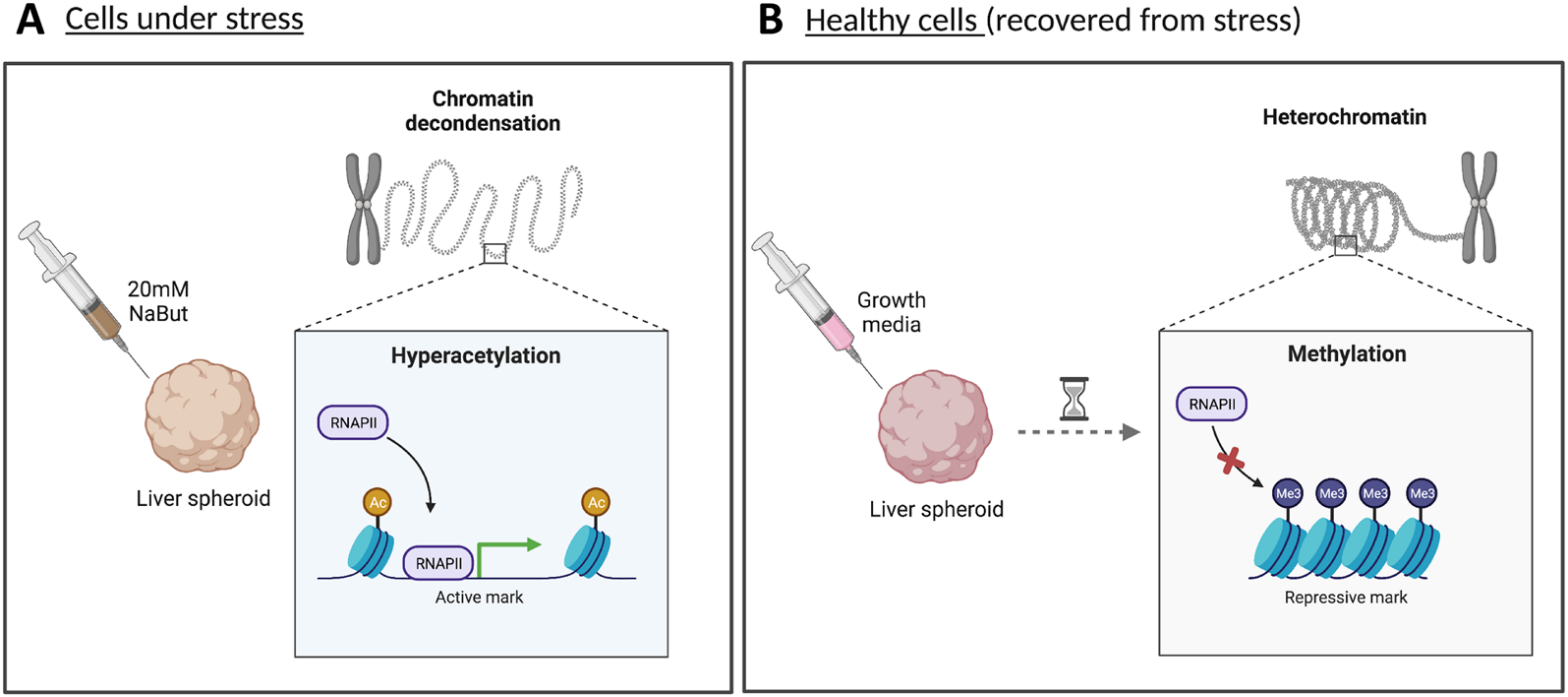
Schematic representation of direct and indirect targets of NaBut treatment on spheroids. **A** NaBut treatment induces direct effects, such as histone hyperacetylation and indirect, such as chromatin decondensation and transcription activation. **B** Removal of treatment and reestablishment of standard culture condition revert the NaBut effects and cells return their normal physiology

## Discussion

In the present study, we successfully established long-term liver spheroids as a functional system that closely resemble the phenotype of a solid liver tissue. We have used a cell culture system in which spheroids were cultured in incubators using the clinostat principle, i.e., rotating bioreactors. This approach provides an optimal growth environment allowing spheroids to be exposed to an equal and very low shear force while actively mixing nutrients in the volume of the bioreactor, resulting in a uniform culture [13]. In contrast to liver cell lines grown in 2D, cells growing in this dynamic system attach to one another and form 3D structures (spheroids), resembling a parental tissue phenotype.

Given the relative novelty of this cell culture method, numerous applications still need to be explored. Epigenetics regulators, such as HDAC inhibitors, have been used to stimulate 3D in vitro models [28, 29]. However, for the first time, we aimed to demonstrate that cells grown as spheroids can be treated with epigenetic drugs at a high concentration, i.e., 20 mM sodium butyrate, and still maintain their viability to investigate the response to the treatment and subsequent recovery. Notably, the same treatment on 2D cells leads to rapid cell death in just a few days. Moreover, the slow proliferation of cells in 3D spheroids allows the investigation of the recovery effect directly on the same cells that experienced the treatment, while with 2D culture 10 days is a sufficient time frame to produce a whole new generation of daughter cells.

Other aspects of 3D cell culture make this model convenient for our type of study. For instance, once in the bioreactor, spheroids are treated essentially the same way (media, CO_2_ and temperature) as cells maintained in 2D culture. One of the main advantages of this system is that, compared to flat culture, media exchange and cell harvesting are performed without the use of trypsinization, maintaining unharmed all cell–cell communications and receptors. Although trypsinization is the most popular method used to detach cells from a culture surface, it decreases the number of functional integrins on the cell membrane and consequently reduces the cell ability to form adhesive bonds and communicate with each other [30]. HepG2/C3A spheroids used in our study were maintained for more than 30 days in culture to guarantee a metabolically competent and mature cell model. In fact, the liver spheroids described here were found to closely resemble liver tissues at the proteome level, which is in line with other studies of liver spheroids [8, 13] and human liver organoids, where high levels of liver-related proteins were identified [31–34]. We were able to detect in our 3D model an enrichment of important biomarkers as well as proteins from specific liver pathways that are critical for energy production [19, 35]. The liver is also the major organ for metal detoxification. This function is mediated by metallothioneins (MT). MT-1 and -2 isoforms detected in this study play a protective role by binding heavy metals, such as cadmium, zinc, and copper, preventing metal-induced oxidative damage [36, 37].

The reproduction of the parental tissue physiology and the long-term functionalities of our spheroids create great experimental tools for diverse research purposes, including screening drugs and chemicals [38, 39]. We tested the spheroids responsiveness to drug treatment and demonstrated that, upon exposure, they respond to stimulation by changing the metabolism and chromatin dynamics. In fact, we believe that pathways, such as protein phosphorylation, vesicle-mediated transport, and complement cascades, were activated in response to stress. However, further experiments are necessary to validate our hypothesis. By treating spheroids with a drug that yields acetyl-CoA metabolites, we observed changes in histone acetylation, which in turn triggers chromatin state rearrangements [40]. Interestingly, the HDAC inhibitor used here can also be used to treat mesenchymal stem cells grown in 3D collagen scaffolds to induce hepatic differentiation. In addition to changes in gene expression, as a consequence of the differentiation induction, there are also epigenetic modifications, including histones hyperacetylation [41]. The modulation of transcription through core histone acetylation is one of the most relevant mechanisms by which cells are epigenetically regulated [42]. Here, we demonstrated that basal levels of histone acetylation can be restored in a few days, suggesting that this histone mark seems to have a minimal epigenetic memory in the cell culture, because it is not conserved once treatment has been withdrawn.

As a final note, our 3D system is also relatively environmentally friendly, as a few spheroids are sufficient to perform a comprehensive proteomics and transcriptomics analysis. Therefore, a single 10 mL bioreactor can contain all the replicates and time points required for a complete experiment, while a 2D cell experiment would require a different petri dish for each replicate and time point. We did not demonstrate this aspect, but we speculate that this can also contribute to improving the reproducibility of experiments and maintain low costs of operation. Although we showed here the suitability of HepG2/C3A spheroids for our type of study, our current model has limitations when it comes to recapitulating the liver microenvironment because of the absence of cells from within the liver, such as sinusoidal endothelial cells, hepatic stellate cells, and Kupffer cells. Besides the fact that our 3D model is composed of a single cell type and might not capture the in vivo liver environment, the effects of a specific drug may not represent the responsiveness of other cell types. Further experiments, using different cells, might be useful to more accurately recapitulate the liver microenvironment and to determine the effective response of a drug screening.

## Materials and methods

### Flat cell culture

HepG2/C3A cell line (from human hepatocellular carcinoma) was obtained from the American Type Culture Collection (ATCC, CRL-10741). The cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, containing 4.5 g/L glucose) supplemented with 10% Fetal Bovine Serum (FBS), 1% Non-Essential Amino Acids, 1% GlutaMAX, and 0.5% Penicillin/Streptomycin (all Corning). Cells were kept in a controlled atmosphere (5% CO_2_ incubator at 37 °C). Before use for spheroid cultures, flat cells were cultured until reach 80% confluence and were trypsinized using 0.5% Trypsin/EDTA diluted 1:1 in Hanks solution (Corning) for 5 min, followed by centrifugation at 140 g for 5 min. The number of cells was estimated using the Corning Cell Counter and CytoSMART Cloud App (Corning). Flat cells images were acquired with PAULA Smart Cell Imager (Leica) using a 10 × magnification.

### Spheroid culture

Spheroids were prepared and cultured according to [12], with some modifications.

*Preparation of spheroids*: HepG2/C3A spheroids were prepared using an ultra-low attachment 24-well round bottom plate containing microwells (Elplasia®, Corning). Before use, wells were washed with growth media. Wells were then prefilled with growth media and the plate was centrifuged (3,000 g for 5 min) to remove air bubbles from the well surface. Cell suspension (1.2 × 10^6^ cells diluted in growth media) was added to each Elplasia® well, followed by plate centrifugation (120 g for 3 min) and overnight incubation under a controlled atmosphere to allow cell self-aggregation and spheroids formation.

*Spheroids culture into ClinoReactors*: prior to use for spheroid culture, the water beads, inside the humidity chamber of the ClinoReactor (CelVivo), were hydrated with sterile water (Corning) and the growth chamber was filled with the proper growth media. The ClinoReactor was incubated for 24 h, rotating in the ClinoStar (CelVivo, Denmark), to equilibrate under controlled atmosphere (5% CO_2_ incubator at 37 °C). Spheroids were detached from the Elplasia® well by gently pipetting up and down, followed by washing with pre-warmed growth media. The detached spheroids were collected into a Petri dish and their quality (compactness and roundness) checked under the microscope. Good-quality spheroids were selected and transferred into equilibrated ClinoReactors filled with fresh growth media (day 1). ClinoReactors were placed in the ClinoStar and the rotation speed was set between 10 and 11 rpm. On day 15 the spheroids population growing in the ClinoReactor was split into two ClinoReactors to adjust the population density. Optimal growth conditions were achieved by exchanging media three times a week and adjusting rotation speed according to spheroids growth. Spheroids images were acquired with PAULA Smart Cell Imager (Leica) using a 10× magnification.

### Cell viability assay

Cell viability was assessed by measuring adenylate kinase (AK) levels using ToxiLight™ assay kit (Lonza). Briefly, HepG2/C3A flat cells and spheroids supernatants were collected in duplicate and 20 µL was transferred to a 96-well white-walled plate (flat bottom clear). For each assay plate, a standard curve was prepared using different amounts of cells (156 to 10,000 HepG2/C3A cells per well) lysed in digitonin lysis buffer (Promega). One hundred microliters of adenylate kinase detection reagent (Lonza) was added to each well and the content was homogenized by gently pipetting up and down. Bubbles in the assay were removed by centrifugation with pressure. The plate was incubated for 20 min at room temperature and read in a Victor X5 plate reader (Perkin Elmer), in luminescent mode.

### Metabolic labeling

HepG2/C3A flat cells (1 × 10^5^ cells/well, in a 96-well plate) and spheroids (28 days old) were used for labeling experiments. Control spheroids (unlabeled) were collected before adding the heavy isotope-labeled media. Isotope-labeled arginine (^13^C_6_^15^N_4_, Sigma) was added to the standard growth media to 420 mg/L and cells were cultured for 4 days. At the time points, cells were collected, washed with HBSS, and stored; the proteins were extracted for mass spectrometry analysis.

### NaBut treatment

To evaluate the effect of a histone deacetylase inhibitor (HDACi) on the proteome and histone post-translational modifications, HepG2/C3A spheroids and flat cells were treated with 20 mM of sodium butyrate (NaBut). Spheroids were maintained in growth media, as described above, for 35 days. Prior to the assay, spheroids were divided into two ClinoReactors, corresponding to treatment and control groups. Flat cells were trypsinized and plated in a 96-well plate (2 × 10^5^ cells/well). After 24 h, growth media were replaced by growth media containing 20 mM of NaBut for the treatment group, while the non-treated group received growth media only. Spheroids and flat cells were treated for 3 days and, after collection, the treatment media were replaced by the standard growth media and spheroids were maintained for additional 7 days, until the last collection on day 10. Following the spheroids culture protocol described in this paper, during the recovery time the growth media were exchanged three times. Spheroids were collected daily, washed with Hanks solution to remove the FBS, and centrifuged at 1,000 rpm for 5 min. The supernatant was discarded, and the dry pellets were immediately stored in -80 °C until processing.

### Metabolite profile analysis

The supernatant of spheroids was collected in every media exchange (i.e., three times a week). Due to the number of samples, we randomly selected representatives of each week of culture to proceed with the analysis. After collection, the supernatant was centrifuged at 1000 g for 5 min, transferred to a new tube and stored at -20 °C until use. Twenty microliters of each supernatant were then mixed with four volumes of methanol containing internal standards. After vortexing, samples were centrifuged at 14,000 rpm for 10 min and the supernatant was transferred into glass vials. Samples were analyzed with ABsciex 6500 + with Ace PFP column. A pooled quality control (QC) sample was also added to the sample list. The QC sample was injected six times for coefficient of variation (CV) calculation and data quality control.

### Protein extraction and sample preparation

To analyze the proteome, cytoplasm and nuclei of both flat cells and spheroids pellets were isolated. Briefly, the pellets were resuspended with cold buffer A (10 mM ammonium bicarbonate pH 8, 1.5 mM MgCl_2_, and 10 mM KCl), centrifuged for 5 min at 400 g, and the supernatant was removed. The pellet was resuspended in buffer A containing 10 mM of sodium butyrate, 0.15% NP-40 (v/v), and protease inhibitors. The suspension was centrifuged for 15 min at 3,200 g at 4 °C and the supernatant (cytoplasm) was transferred to a new tube. The pellet was washed with PBS, centrifuged for 5 min at 3,200 g, and the supernatant was discarded. The final pellet consisted of crude nuclei. Proteins from the cytoplasm and nuclear fraction were digested using S-Trap filters (Protifi), according to the manufacturer’s instructions. Briefly, the samples were mixed with 5% SDS, followed by incubation with 5 mM DTT for 1 h and 20 mM iodoacetamide for 30 min in the dark, in order to reduce and alkylate proteins. Afterward, phosphoric acid was added to the samples at a final concentration of 1.2%. Samples were diluted in six volumes of binding buffer (90% methanol and 10 mM ammonium bicarbonate, pH 8.0). After gentle mixing, the protein solution was loaded to an S-Trap filter and spun at 500 g for 30 s. The samples were washed twice with binding buffer. Finally, 1 µg of sequencing grade trypsin (Promega), diluted in 50 mM ammonium bicarbonate, was added into the S-trap filter and samples were digested overnight at 37 °C. Peptides were eluted in three steps: (i) 40 µl of 50 mM ammonium bicarbonate, (ii) 40 µl of 0.1% trifluoroacetic acid (TFA), and (iii) 40 µl of 60% acetonitrile and 0.1% TFA. The peptide solution was pooled, spun at 1,000 g for 30 s, and dried in a vacuum centrifuge.

### Histone extraction and sample preparation

Histone proteins were extracted from the cell pellet as described by Sidoli S. et al. [43] to ensure good-quality identification and quantification of single histone marks, what would not be possible by extracting these data from proteomics runs. Briefly, histones were acid extracted with chilled 0.2 M sulfuric acid (5:1, sulfuric acid: pellet) and incubated with constant rotation for 4 h at 4 °C, followed by precipitation with 33% trichloroacetic acid (TCA) overnight at 4 °C. Then, the supernatant was removed, and the tubes were rinsed with ice-cold acetone containing 0.1% HCl, centrifuged, and rinsed again using 100% ice-cold acetone. After the final centrifugation, the supernatant was discarded, and the pellet was dried using a vacuum centrifuge. The pellet was dissolved in 50 mM ammonium bicarbonate, pH 8.0. In the fume hood, samples were mixed with 5 µL of acetonitrile, followed by 5 µL of propionic anhydride and 14 µL of ammonium hydroxide (all Sigma Aldrich) to balance the pH at 8.0. The mixture was incubated for 15 min and the procedure was repeated. Histones were then digested with 1 µg of sequencing grade trypsin (Promega) diluted in 50 mM ammonium bicarbonate (1:20, enzyme:sample) overnight at room temperature. Derivatization reaction was repeated to derivatize peptide N-termini. The samples were dried in a vacuum centrifuge.

### Sample desalting

Prior to mass spectrometry analysis, samples were desalted using a 96-well plate filter (Orochem) packed with 1 mg of Oasis HLB C-18 resin (Waters). Briefly, the samples were resuspended in 100 µl of 0.1% TFA and loaded onto the HLB resin, which was previously equilibrated using 100 µl of the same buffer. After washing with 100 µl of 0.1% TFA, the samples were eluted with a buffer containing 70 µl of 60% acetonitrile and 0.1% TFA and then dried in a vacuum centrifuge.

### LC–MS/MS acquisition

Samples were resuspended in 10 µl of 0.1% TFA and loaded onto a Dionex RSLC Ultimate 300 (Thermo Scientific), coupled online with an Orbitrap Fusion Lumos (Thermo Scientific). Chromatographic separation was performed with a two-column system, consisting of a C-18 trap cartridge (300 µm ID, 5 mm length) and a picofrit analytical column (75 µm ID, 25 cm length) packed in-house with reversed-phase Repro-Sil Pur C18-AQ 3 µm resin. To analyze the proteome, peptides were separated using a 180 min gradient from 4 to 30% buffer B (buffer A: 0.1% formic acid, buffer B: 80% acetonitrile + 0.1% formic acid) at a flow rate of 300 nl/min. The mass spectrometer was set to acquire spectra in a data-dependent acquisition (DDA) mode. Briefly, the full MS scan was set to 300–1200 m/z in the orbitrap with a resolution of 120,000 (at 200 m/z) and an AGC target of 5 × 10e5. MS/MS was performed in the ion trap using the top speed mode (2 s), and AGC target of 1 × 10e4 and an HCD collision energy of 35.

To analyze the histones, peptides were separated using a 60 min gradient from 4–30% buffer B (buffer A: 0.1% formic acid, buffer B: 80% acetonitrile + 0.1% formic acid) at a flow rate of 300 nl/min. The mass spectrometer was set to acquire spectra in a data-independent acquisition (DIA) mode. Briefly, the full MS scan was set to 300–1100 m/z in the orbitrap with a resolution of 120,000 (at 200 m/z) and an AGC target of 5 × 10e5. MS/MS was performed in the orbitrap with sequential isolation windows of 50 m/z with an AGC target of 2 × 10e5 and an HCD collision energy of 30.

### Proteomics and histone data analysis

Proteome raw files were searched using Proteome Discoverer software (v2.4, Thermo Scientific) using SEQUEST search engine and the SwissProt human database (updated February 2020). The search for total proteome included variable modification of N-terminal acetylation and fixed modification of carbamidomethyl cysteine. Trypsin was specified as the digestive enzyme with two missed cleavages allowed. Mass tolerance was set to 10 ppm for precursor ions and 0.2 Da for product ions. Peptide and protein false discovery rate was set to 1%. Each analysis was performed with two biological replicates. Prior statistics, proteins were log2 transformed, normalized by the average value of each sample and missing values were imputed using a normal distribution 2 standard deviations lower than the mean as described [44]. Although the protein extraction was done by isolating cytoplasm and nuclei, they were used as replicates and an average was calculated for the analysis. Statistical regulation was assessed using heteroscedastic *T*-test (if *p*-value < 0.05). Data distribution was assumed to be normal, but this was not formally tested.

Histone peptides raw files were imported into EpiProfile 2.0 software [24]. From the extracted ion chromatogram, the area under the curve was obtained and used to estimate the abundance of each peptide. In order to achieve the relative abundance of post-translational modifications (PTMs), the sum of all different modified forms of a histone peptide was considered as 100% and the area of the particular peptide was divided by the total area for that histone peptide in all of its modified forms. The relative ratio of two isobaric forms was estimated by averaging the ratio for each fragment ion with different mass between the two species. The resulting peptide lists generated by EpiProfile were exported to Microsoft Excel and further processed for a detailed analysis.

### RNA extraction and sequencing

5 spheroids (35 days old) stored at −80C were thawed on ice and then mechanically homogenized. RNA was extracted using an RNeasy micro kit (Qiagen). RNA purity and concentration were measured using a nanodrop and samples with a 260/280 ratio greater than 2 were kept. RNA integrity number (RIN) was then measured using a Bioanalyzer and samples with a RIN greater than 8 were kept. RNA was then sent to Novogene for library preparation and whole transcriptome sequencing. Libraries were sequenced on the NovaSeq platform to obtain an average of ~ 45 million paired-end 150 bp reads per sample.

### RNA-seq data analysis

Raw reads were trimmed to remove low quality base calls and Illumina universal adapters using Trim Galore! (Version 0.6.5) with default parameters and then assessed using fastQC (version 0.11.4) and multiqc (version 1.10.1). Reads were then aligned to the human genome (GRCh38) using STAR with default parameters. Alignment quality control was performed using RSeQC and Qualimap. Quantification was performed using RSEM. Quantification quality control was performed using EDASeq (version 2.3) and NOISeq (version 2.4). Time-course differential expression analysis was performed using msSigPro (version 1.68). Clustering of differential time-course genes was performed by identifying the optimal number of clusters using mclust (version 5.4.1) and then clustering using k-means method. Gene ontology analysis was performed using clusterProfiler (version 4.4.4) where cell-type enrichments utilized MSigDB (version 7.5.1). The code used for the analysis is provided in Additional file 2.

### Mass spectrometry raw data availability

All raw mass spectrometry data files from this study have been submitted to the Chorus repository (https://chorusproject.org/pages/index.html) under project number 1786.

### RNA-seq raw data availability

All raw and processed RNA-Seq data files from this study have been submitted to the gene expression omnibus repository under accession number GSE213944.

## Supplementary Information

**Additional file 1: Fig. S1.** Spheroids express proteins characteristic of the human liver. **(A) **Size distribution of liver spheroids. For the proteome analysis, flat cells and spheroids were collected, processed and the peptides analyzed by mass spectrometry. Bar graphs show the relative abundance of **(B)** metallothioneins and **(C)** liver biomarkers. Data are represented as means ± SEM. **Fig. S2.** NaBut treatment induce histone hyperacetylation in flat cells. HepG2/C3A cells were treated with 20 mM NaBut and were kept in culture for 3 days. After treatment, histones were extracted and analyzed by mass spectrometry. **(A)** Total levels of histone peptides containing 1, 2 or 3 methylations (me1, me2, me3, respectively) or containing acetylations (ac). **(B)** Total levels of histone H4 peptides containing acetylations (1ac, 2ac, 3ac, 4ac). Unmod, unmodified peptide. **(C) **Relative abundance of histone H3 acetylated peptides. Data are represented as means ± SD. Nt, non-treated.** (D) **Volcano plot representing NaBut vs Nt fold change after 3 days of treatment. **Fig. S3.** Liver spheroids have a slow replication rate and can recover from treatment. **(A)** Adenylate kinase was measured following NaBut treatment. The culture supernatant from flat cells and spheroids were collected and analyzed by luminescence. **(B) **Relative abundance of DNMT1 in flat cells and spheroids. **(C)** Labeling incorporation in flat cells and spheroids. Data are represented as means ± SEM. * *p* < 0.05, ** *p *< 0.005, and *** *p *< 0.0005 when compared with flat cells.

**Additional file 2.** Protein Coding Time-course analysis

**Additional file 3: Table S1.** Full metabolite profiling of the cell culture supernatant

**Additional file 4:** **Table S2.** Gene expression clustering

**Additional file 5:** **Table 3.** Proteome of HepG2/C3A spheroids and flat cells

# Supplementary material for: Investigation of reversible histone acetylation and dynamics in gene expression regulation using 3D liver spheroid model
**Source:** Epigenetics Chromatin. 2022 Nov 21;15:35. doi: 10.1186/s13072-022-00470-7
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Spheroids express proteins characteristic of the human liver. (A) Size distribution of liver spheroids. For the proteome analysis, flat cells and spheroids were collected, processed and the peptides analyzed by mass spectrometry. Bar graphs show the relative abundance of (B) metallothioneins and (C) liver biomarkers. Data are represented as means ± SEM. Fig. S2. NaBut treatment induce histone hyperacetylation in flat cells. HepG2/C3A cells were treated with 20 mM NaBut and were kept in culture for 3 days. After treatment, histones were extracted and analyzed by mass spectrometry. (A) Total levels of histone peptides containing 1, 2 or 3 methylations (me1, me2, me3, respectively) or containing acetylations (ac). (B) Total levels of histone H4 peptides containing acetylations (1ac, 2ac, 3ac, 4ac). Unmod, unmodified peptide. (C) Relative abundance of histone H3 acetylated peptides. Data are represented as means ± SD. Nt, non-treated. (D) Volcano plot representing NaBut vs Nt fold change after 3 days of treatment. Fig. S3. Liver spheroids have a slow replication rate and can recover from treatment. (A) Adenylate kinase was measured following NaBut treatment. The culture supernatant from flat cells and spheroids were collected and analyzed by luminescence. (B) Relative abundance of DNMT1 in flat cells and spheroids. (C) Labeling incorporation in flat cells and spheroids. Data are represented as means ± SEM. * p < 0.05, ** p < 0.005, and *** p < 0.0005 when compared with flat cells.

**Investigation of reversible histone acetylation and dynamics in gene expression regulation using 3D liver spheroid model**

Stephanie Stransky, Ronald Cutler, Jennifer Aguilan, Edward Nieves, Simone Sidoli

**Fig. S1. Spheroids express proteins characteristic of the human liver. (A)** Size distribution of liver spheroids. For the proteome analysis, flat cells and spheroids were collected, processed and the peptides analyzed by mass spectrometry. Bar graphs show the relative abundance of **(B)** metallothioneins and **(C)** liver biomarkers. Data are represented as means ± SEM.

**Fig. S2. NaBut treatment induce histone hyperacetylation in flat cells.** HepG2/C3A cells were treated with 20 mM NaBut and were kept in culture for 3 days. After treatment, histones were extracted and analyzed by mass spectrometry. **(A)** Total levels of histone peptides containing 1, 2 or 3 methylations (me1, me2, me3, respectively) or containing acetylations (ac). **(B)** Total levels of histone H4 peptides containing acetylations (1ac, 2ac, 3ac, 4ac). Unmod, unmodified peptide. **(C)** Relative abundance of histone H3 acetylated peptides. Data are represented as means ± SD. Nt, non-treated. **(D)** Volcano plot representing NaBut vs Nt fold change after 3 days of treatment.

**
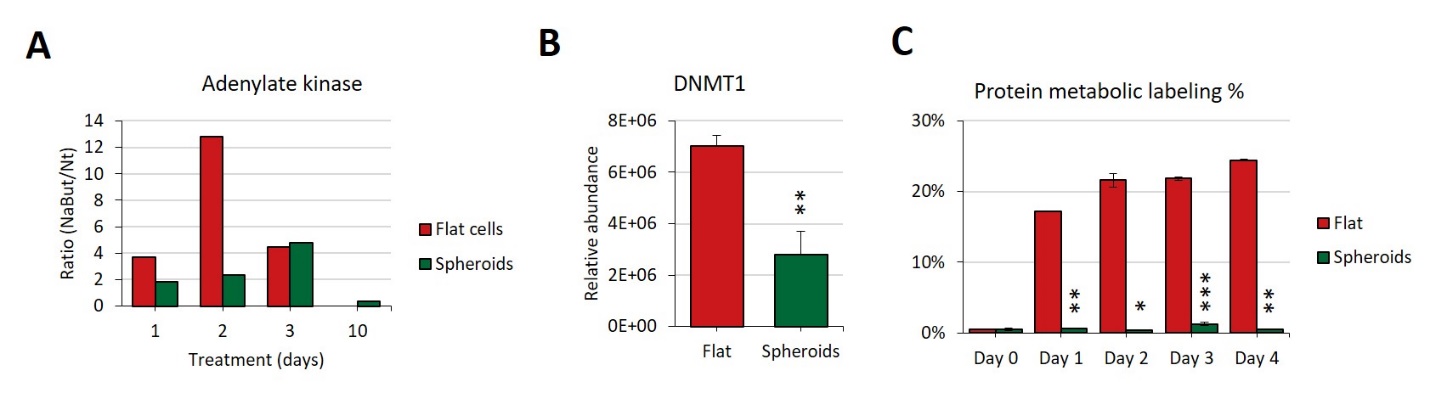
**

**Fig. S3. Liver spheroids have a slow replication rate and can recover from treatment. (A)** Adenylate kinase was measured following NaBut treatment. The culture supernatant from flat cells and spheroids were collected and analyzed by luminescence. **(B)** Relative abundance of DNMT1 in flat cells and spheroids. **(C)** Labeling incorporation in flat cells and spheroids. Data are represented as means ± SEM. * *p* < 0.05, ** *p* < 0.005, and *** *p* < 0.0005 when compared with flat cells.

**
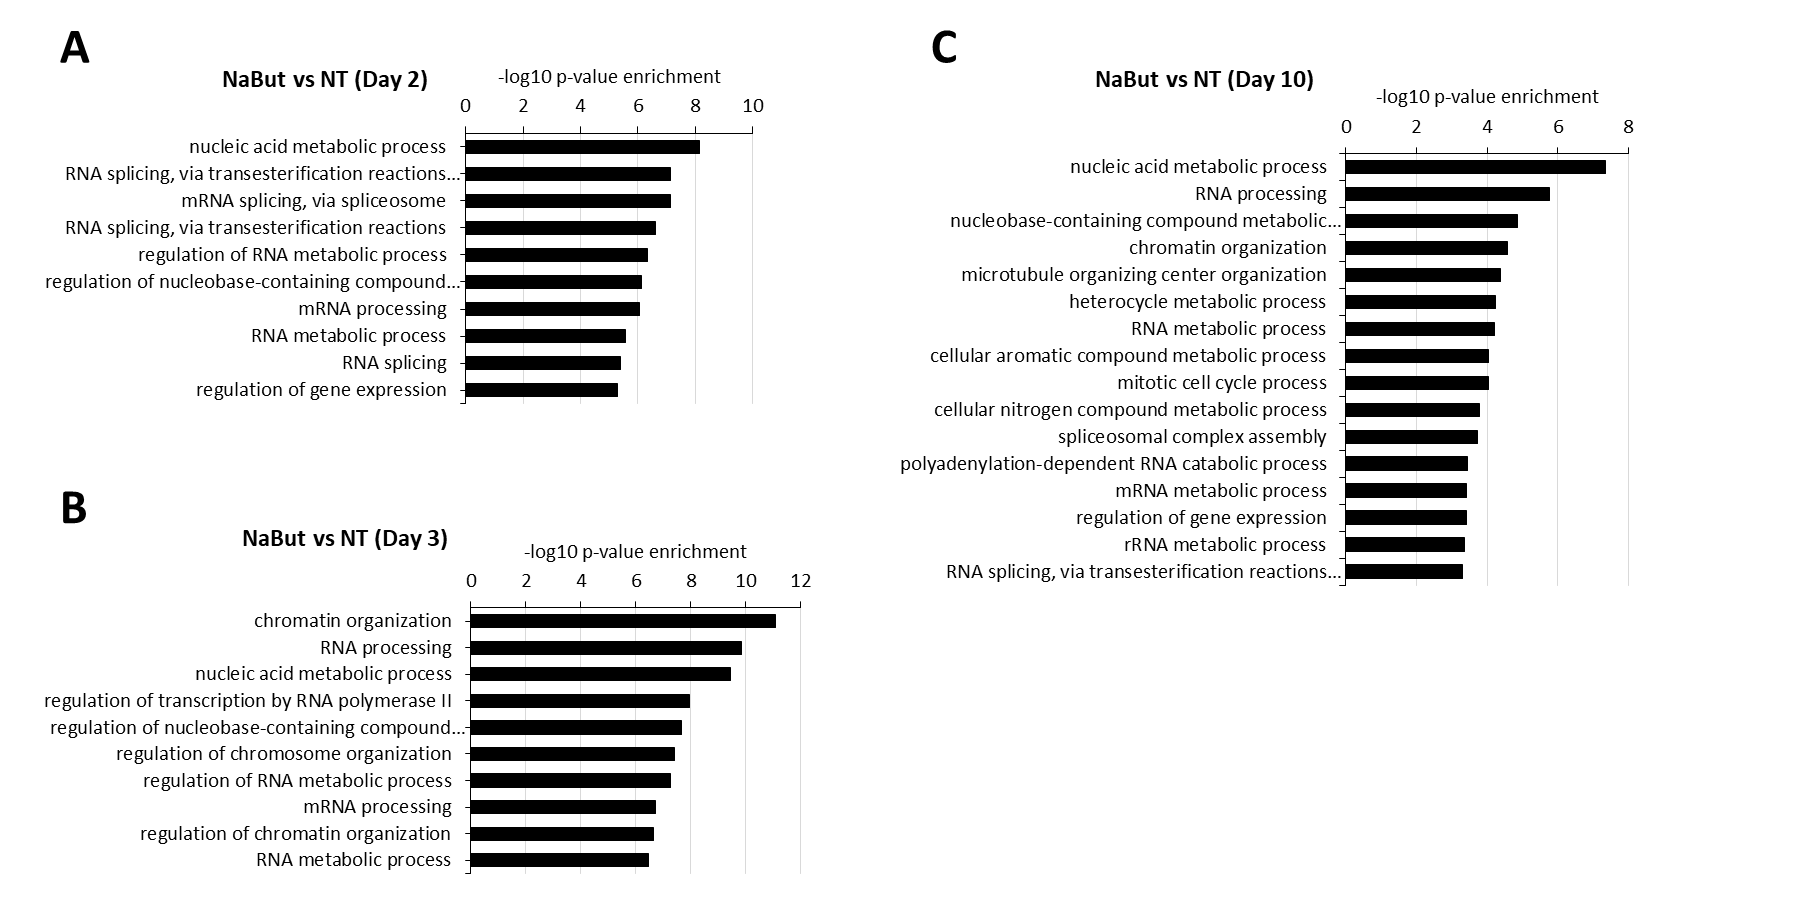
**

**Fig. S4. Nuclear functions are impaired by NaBut treatment.** Gene ontology (GO) of down regulated proteins of spheroids treated for **(A)** 2 and **(B)** 3 days as well as **(C)** after recovery (day 10). Functional annotation was obtained using GOrilla [26]. There was no significant enrichment on Day 1.

**Supplementary Table 1. Full metabolite profiling of the cell culture supernatant.**

**Supplementary Table 2. Gene expression clustering.**

**Supplementary Table 3. Proteome of HepG2/C3A spheroids and flat cells.**

# Supplementary material for: Investigation of reversible histone acetylation and dynamics in gene expression regulation using 3D liver spheroid model
**Source:** Epigenetics Chromatin. 2022 Nov 21;15:35. doi: 10.1186/s13072-022-00470-7
**Supplement:** Supplementary file 2 — Additional file 2. Protein Coding Time-course analysis

Protein Coding Time-course analysis

# Protein Coding Time-course analysis

Load Libraries

```
library(DESeq2)
```

```
## Loading required package: S4Vectors
```

```
## Warning: package 'S4Vectors' was built under R version 4.1.3
```

```
## Loading required package: stats4
```

```
## Loading required package: BiocGenerics
```

```
## 
## Attaching package: 'BiocGenerics'
```

```
## The following objects are masked from 'package:stats':
## 
##     IQR, mad, sd, var, xtabs
```

```
## The following objects are masked from 'package:base':
## 
##     anyDuplicated, append, as.data.frame, basename, cbind, colnames,
##     dirname, do.call, duplicated, eval, evalq, Filter, Find, get, grep,
##     grepl, intersect, is.unsorted, lapply, Map, mapply, match, mget,
##     order, paste, pmax, pmax.int, pmin, pmin.int, Position, rank,
##     rbind, Reduce, rownames, sapply, setdiff, sort, table, tapply,
##     union, unique, unsplit, which.max, which.min
```

```
## 
## Attaching package: 'S4Vectors'
```

```
## The following objects are masked from 'package:base':
## 
##     expand.grid, I, unname
```

```
## Loading required package: IRanges
```

```
## Loading required package: GenomicRanges
```

```
## Loading required package: GenomeInfoDb
```

```
## Loading required package: SummarizedExperiment
```

```
## Loading required package: MatrixGenerics
```

```
## Loading required package: matrixStats
```

```
## 
## Attaching package: 'MatrixGenerics'
```

```
## The following objects are masked from 'package:matrixStats':
## 
##     colAlls, colAnyNAs, colAnys, colAvgsPerRowSet, colCollapse,
##     colCounts, colCummaxs, colCummins, colCumprods, colCumsums,
##     colDiffs, colIQRDiffs, colIQRs, colLogSumExps, colMadDiffs,
##     colMads, colMaxs, colMeans2, colMedians, colMins, colOrderStats,
##     colProds, colQuantiles, colRanges, colRanks, colSdDiffs, colSds,
##     colSums2, colTabulates, colVarDiffs, colVars, colWeightedMads,
##     colWeightedMeans, colWeightedMedians, colWeightedSds,
##     colWeightedVars, rowAlls, rowAnyNAs, rowAnys, rowAvgsPerColSet,
##     rowCollapse, rowCounts, rowCummaxs, rowCummins, rowCumprods,
##     rowCumsums, rowDiffs, rowIQRDiffs, rowIQRs, rowLogSumExps,
##     rowMadDiffs, rowMads, rowMaxs, rowMeans2, rowMedians, rowMins,
##     rowOrderStats, rowProds, rowQuantiles, rowRanges, rowRanks,
##     rowSdDiffs, rowSds, rowSums2, rowTabulates, rowVarDiffs, rowVars,
##     rowWeightedMads, rowWeightedMeans, rowWeightedMedians,
##     rowWeightedSds, rowWeightedVars
```

```
## Loading required package: Biobase
```

```
## Welcome to Bioconductor
## 
##     Vignettes contain introductory material; view with
##     'browseVignettes()'. To cite Bioconductor, see
##     'citation("Biobase")', and for packages 'citation("pkgname")'.
```

```
## 
## Attaching package: 'Biobase'
```

```
## The following object is masked from 'package:MatrixGenerics':
## 
##     rowMedians
```

```
## The following objects are masked from 'package:matrixStats':
## 
##     anyMissing, rowMedians
```

```
library(tximport)
library(affy)
library(ggplot2)
library(vsn)
library(ggrepel)
library(factoextra)
```

```
## Welcome! Want to learn more? See two factoextra-related books at https://goo.gl/ve3WBa
```

```
library(FactoMineR)
library(genefilter)
```

```
## 
## Attaching package: 'genefilter'
```

```
## The following objects are masked from 'package:MatrixGenerics':
## 
##     rowSds, rowVars
```

```
## The following objects are masked from 'package:matrixStats':
## 
##     rowSds, rowVars
```

```
#library(fdrtool)
library(reshape2)
library(RColorBrewer)
library(biomaRt)
library(EnhancedVolcano)
```

```
## Registered S3 methods overwritten by 'ggalt':
##   method                  from   
##   grid.draw.absoluteGrob  ggplot2
##   grobHeight.absoluteGrob ggplot2
##   grobWidth.absoluteGrob  ggplot2
##   grobX.absoluteGrob      ggplot2
##   grobY.absoluteGrob      ggplot2
```

```
library(readxl)
library(pheatmap)
library(zFPKM)
library(umap)
library(ComplexHeatmap)
```

```
## Loading required package: grid
```

```
## ========================================
## ComplexHeatmap version 2.10.0
## Bioconductor page: http://bioconductor.org/packages/ComplexHeatmap/
## Github page: https://github.com/jokergoo/ComplexHeatmap
## Documentation: http://jokergoo.github.io/ComplexHeatmap-reference
## 
## If you use it in published research, please cite:
## Gu, Z. Complex heatmaps reveal patterns and correlations in multidimensional 
##   genomic data. Bioinformatics 2016.
## 
## The new InteractiveComplexHeatmap package can directly export static 
## complex heatmaps into an interactive Shiny app with zero effort. Have a try!
## 
## This message can be suppressed by:
##   suppressPackageStartupMessages(library(ComplexHeatmap))
## ========================================
## ! pheatmap() has been masked by ComplexHeatmap::pheatmap(). Most of the arguments
##    in the original pheatmap() are identically supported in the new function. You 
##    can still use the original function by explicitly calling pheatmap::pheatmap().
```

```
## 
## Attaching package: 'ComplexHeatmap'
```

```
## The following object is masked from 'package:pheatmap':
## 
##     pheatmap
```

```
## The following object is masked from 'package:genefilter':
## 
##     dist2
```

```
library(sva)
```

```
## Loading required package: mgcv
```

```
## Loading required package: nlme
```

```
## 
## Attaching package: 'nlme'
```

```
## The following object is masked from 'package:IRanges':
## 
##     collapse
```

```
## This is mgcv 1.8-40. For overview type 'help("mgcv-package")'.
```

```
## Loading required package: BiocParallel
```

```
library(data.table)
```

```
## 
## Attaching package: 'data.table'
```

```
## The following objects are masked from 'package:reshape2':
## 
##     dcast, melt
```

```
## The following object is masked from 'package:SummarizedExperiment':
## 
##     shift
```

```
## The following object is masked from 'package:GenomicRanges':
## 
##     shift
```

```
## The following object is masked from 'package:IRanges':
## 
##     shift
```

```
## The following objects are masked from 'package:S4Vectors':
## 
##     first, second
```

```
library(purrr)
```

```
## 
## Attaching package: 'purrr'
```

```
## The following object is masked from 'package:data.table':
## 
##     transpose
```

```
## The following object is masked from 'package:GenomicRanges':
## 
##     reduce
```

```
## The following object is masked from 'package:IRanges':
## 
##     reduce
```

```
library(dplyr)
```

```
## 
## Attaching package: 'dplyr'
```

```
## The following objects are masked from 'package:data.table':
## 
##     between, first, last
```

```
## The following object is masked from 'package:nlme':
## 
##     collapse
```

```
## The following object is masked from 'package:biomaRt':
## 
##     select
```

```
## The following object is masked from 'package:Biobase':
## 
##     combine
```

```
## The following object is masked from 'package:matrixStats':
## 
##     count
```

```
## The following objects are masked from 'package:GenomicRanges':
## 
##     intersect, setdiff, union
```

```
## The following object is masked from 'package:GenomeInfoDb':
## 
##     intersect
```

```
## The following objects are masked from 'package:IRanges':
## 
##     collapse, desc, intersect, setdiff, slice, union
```

```
## The following objects are masked from 'package:S4Vectors':
## 
##     first, intersect, rename, setdiff, setequal, union
```

```
## The following objects are masked from 'package:BiocGenerics':
## 
##     combine, intersect, setdiff, union
```

```
## The following objects are masked from 'package:stats':
## 
##     filter, lag
```

```
## The following objects are masked from 'package:base':
## 
##     intersect, setdiff, setequal, union
```

```
library(tidyr)
```

```
## 
## Attaching package: 'tidyr'
```

```
## The following object is masked from 'package:reshape2':
## 
##     smiths
```

```
## The following object is masked from 'package:S4Vectors':
## 
##     expand
```

```
library(viridis)
```

```
## Loading required package: viridisLite
```

```
library(maSigPro)

colors <- viridis(2)
```

Load counts

```
dir <- "/Users/ronaldcutler/Library/CloudStorage//My\ Drive/Sidoli_Lab/Projects/Chromatin\ Decondensation/Data/RNA/Counts/Gencode"

sampleTable <- as.data.frame(read_excel("/Users/ronaldcutler/Library/CloudStorage//My\ Drive/Sidoli_Lab/Projects/Chromatin\ Decondensation/Analysis/sample_table.xlsx"))
sampleTable$time <- as.factor(sampleTable$time)
sampleTable$conditiontime <- as.factor(paste(sampleTable$condition, sampleTable$time, sep = "-"))

files <- file.path(dir, sampleTable$sample_ID)
files <- paste0(files, ".genes.results")
names(files) <- sampleTable$sample
files
```

```
##                                                                                                                                                                          Nt1_1 
##                                                                                                                                                                          Nt1_2 
##                                                                                                                                                                          Nt1_3 
##                                                                                                                                                                          Nt2_1 
##                                                                                                                                                                          Nt2_2 
##                                                                                                                                                                          Nt2_3 
##                                                                                                                                                                          Nt3_1 
##                                                                                                                                                                          Nt3_2 
##                                                                                                                                                                          Nt3_3 
##                                                                                                                                                                         Nt10_1 
##                                                                                                                                                                         Nt10_2 
##                                                                                                                                                                         Nt10_3 
##                                                                                                                                                                       NaBut1_1 
##                                                                                                                                                                       NaBut1_2 
##                                                                                                                                                                       NaBut1_3 
##                                                                                                                                                                       NaBut2_1 
##                                                                                                                                                                       NaBut2_2 
##                                                                                                                                                                       NaBut2_3 
##                                                                                                                                                                       NaBut3_1 
##                                                                                                                                                                       NaBut3_2 
##                                                                                                                                                                       NaBut3_3 
##                                                                                                                                                                      NaBut10_1 
##                                                                                                                                                                      NaBut10_2 
##                                                                                                                                                                      NaBut10_3 
```

```
txi <- tximport(files, type="rsem", txIn = FALSE, txOut = FALSE, countsFromAbundance = "lengthScaledTPM")
```

```
## reading in files with read_tsv
```

```
## Warning in computeRsemGeneLevel(files, importer, geneIdCol, abundanceCol, :
## countsFromAbundance other than 'no' requires transcript-level estimates
```

```
## 1
```

```
## 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19 20 21 22 23 24
```

```
se <- SummarizedExperiment(assays=SimpleList(tpm=txi$abundance,
                                             counts=txi$counts),
                                             colData=sampleTable)
rownames(se) <- lapply(rownames(se), sub, pattern = "\\.\\d+$", replacement = "") # remove version from gene name
```

Initial count distribution

```
plotDensity(log2(assay(se) + 1),
            lty=1,
            col=colors[as.factor(colData(se)$condition)],
            lwd=1,
            xlab = "log2(Counts + 1)", 
            main = "Raw Counts")
legend("topright",
       legend=levels(as.factor(colData(se)$condition)),
       lwd=1, col = colors)
```

```
boxplot(log2(assay(se) + 1),
        col=colors[as.factor(colData(se)$condition)],
        cex.axis = 0.5,
        las = 1,
        horizontal = TRUE,
        xlab = "log2(Counts + 1)",
        ylab = "Samples",
        main = "Raw Counts")
legend("topright",
       legend=levels(as.factor(colData(se)$condition)),
       lwd=1, col = colors)
```

Map ensemble names to gene names

```
ensembl <- useEnsembl(biomart = "genes", dataset = "hsapiens_gene_ensembl")

names <- getBM(attributes = c('ensembl_gene_id', 'external_gene_name', 'entrezgene_id', 'gene_biotype'),
                filters = 'ensembl_gene_id',
                values = rownames(se), 
                mart = ensembl)
```

Filter

```
assay(se, "zfpkm") <- zFPKM(se, assayName = "tpm")
assay(se, "zfpkm")[assay(se, "zfpkm") == -Inf] <- NA
zFPKMPlot(se, assayName = "tpm", FacetTitles = TRUE)
```

```
# To determine which genes are active, we compute the median expression within each group.
# detach(package:plyr)
activeGenes <- assay(se, "zfpkm") %>%
  mutate(gene=rownames(assay(se, "zfpkm"))) %>%
  gather(sample, zfpkm, -gene) %>%
  left_join(select(as.data.frame(colData(se)), sample, conditiontime), by="sample") %>%
  dplyr::group_by(gene, conditiontime) %>%
  summarize(median_zfpkm=median(zfpkm)) %>%
  ungroup() %>%
  mutate(active=(median_zfpkm > -3)) %>%
  filter(active) %>%
  select(gene) %>%
  distinct()
```

```
## `summarise()` has grouped output by 'gene'. You can override using the
## `.groups` argument.
```

```
se.filter <- SummarizedExperiment(
  assays=SimpleList(counts=as.matrix(round(assay(se, "counts")[activeGenes$gene, ]))),
  colData=colData(se))
```

Filtered count distribution

```
plotDensity(log2(assay(se.filter) + 1),
            lty=1,
            col=colors[as.factor(colData(se)$condition)],
            lwd=1,
            xlab = "log2(Counts + 1)", 
            main = "Filtered Counts")
legend("topright",
       legend=levels(as.factor(colData(se)$condition)),
       lwd=1, col = colors)
```

```
boxplot(log2(assay(se.filter) + 1),
        col=colors[as.factor(colData(se)$condition)],
        cex.axis = 0.5,
        las = 1,
        horizontal = TRUE,
        xlab = "log2(Counts + 1)",
        ylab = "Samples",
        main = "Filtered Counts")
legend("topright",
       legend=levels(as.factor(colData(se)$condition)),
       lwd=1, col = colors)
```

# Batch correction

```
# batch variable based off distance heatmap
mod <- model.matrix(~condition + time + condition:time, colData(se.filter))

se.filter.adjust <- ComBat_seq(assay(se.filter), batch = sampleTable$batch, covar_mod = mod)
```

```
## Found 2 batches
## Using null model in ComBat-seq.
## Adjusting for 7 covariate(s) or covariate level(s)
## Estimating dispersions
## Fitting the GLM model
## Shrinkage off - using GLM estimates for parameters
## Adjusting the data
```

Normalization

```
dds.adjust <- DESeqDataSetFromMatrix(se.filter.adjust, design = ~condition + time + condition:time, colData = sampleTable)
```

```
## converting counts to integer mode
```

```
## Warning in DESeqDataSet(se, design = design, ignoreRank): some variables in
## design formula are characters, converting to factors
```

```
dds.adjust <- DESeq(dds.adjust)
```

```
## estimating size factors
```

```
## estimating dispersions
```

```
## gene-wise dispersion estimates
```

```
## mean-dispersion relationship
```

```
## final dispersion estimates
```

```
## fitting model and testing
```

```
# normalized
dds.adjust.norm <- as.data.frame(counts(dds.adjust, normalized = TRUE))
dds.adjust.norm$symbol <- names[match(rownames(dds.adjust.norm), names$ensembl_gene_id), "external_gene_name"]
dds.adjust.norm$entrezgene_id <- names[match(rownames(dds.adjust.norm), names$ensembl_gene_id), "entrezgene_id"]
dds.adjust.norm$gene_biotype <- names[match(rownames(dds.adjust.norm), names$ensembl_gene_id), "gene_biotype"]

# VST
dds.adjust_vst <- vst(dds.adjust, blind = FALSE)
adjusted_vst <- as.data.frame(assay(dds.adjust_vst))
adjusted_vst$symbol <- names[match(rownames(adjusted_vst), names$ensembl_gene_id), "external_gene_name"]
adjusted_vst$entrezgene_id <- names[match(rownames(adjusted_vst), names$ensembl_gene_id), "entrezgene_id"]
adjusted_vst$gene_biotype <- names[match(rownames(adjusted_vst), names$ensembl_gene_id), "gene_biotype"]
```

Visualization

```
sampleDists <- dist(t(assay(dds.adjust_vst)))
sampleDistMatrix <- as.matrix(sampleDists)
rownames(sampleDistMatrix) <- paste(dds.adjust_vst$sample, dds.adjust_vst$conditiontime, sep="-")
colnames(sampleDistMatrix) <- paste(dds.adjust_vst$sample, dds.adjust_vst$conditiontime, sep="-")
colors <- colorRampPalette( rev(brewer.pal(9, "Blues")) )(255)
pheatmap(sampleDistMatrix,
         clustering_distance_rows=sampleDists,
         clustering_distance_cols=sampleDists,
         col=colors)
```

```
# set up matrix
dds_vst.mat <- as.matrix(assay(dds.adjust_vst))
select <- order(rowVars(dds_vst.mat), decreasing = TRUE)[1:(round(nrow(dds_vst.mat)*0.1))]
dds_vst.mat.var <- dds_vst.mat[select,]
ha <- HeatmapAnnotation(Condition = sampleTable$condition, Time = sampleTable$time)
scaled.mat <- t(scale(t(dds_vst.mat.var),center=TRUE,scale=TRUE))
Heatmap(scaled.mat, 
        name = "Z-score", #title of legend
        row_names_gp = gpar(fontsize = 7), # Text size for row names
        top_annotation = ha,
        border = TRUE,
        cluster_rows = TRUE,
        cluster_columns = TRUE,
        show_row_names = FALSE,
        column_names_rot = 45,
        show_parent_dend_line = FALSE,
        row_dend_width = unit(50, "mm"))
```

```
## `use_raster` is automatically set to TRUE for a matrix with more than
## 2000 rows. You can control `use_raster` argument by explicitly setting
## TRUE/FALSE to it.
## 
## Set `ht_opt$message = FALSE` to turn off this message.
```

```
umap_results <- umap(t(dds_vst.mat))
umap_plot_df <- data.frame(umap_results$layout) %>%
  tibble::rownames_to_column("sample") %>%
  dplyr::inner_join(sampleTable, by = "sample")
ggplot(umap_plot_df,aes(x = X1,y = X2)) +
  geom_point(aes(color = condition, shape = time), size = 3) +
  scale_color_viridis(discrete=TRUE) +
  theme_classic() +
  theme(axis.text.x=element_blank(),
      axis.text.y=element_blank(),
      axis.ticks=element_blank()) +
  xlab("UMAP 1") +
  ylab("UMAP 2")
```

MaSigPro regression models

```
edesign <- read.csv("/Users/ronaldcutler/Library/CloudStorage//My\ Drive/Sidoli_Lab/Projects/Chromatin\ Decondensation/Analysis/Gencode/masigpro.design.csv", header = TRUE, row.names = 1)

design <- make.design.matrix(edesign, degree = 3)

# find significant genes
fit <- p.vector(dds_vst.mat, design, Q = 0.05, MT.adjust = "BH", min.obs = 20, counts = TRUE)
```

```
## [1] "fitting  gene 100 out of 23655"
## [1] "fitting  gene 200 out of 23655"
## [1] "fitting  gene 300 out of 23655"
## [1] "fitting  gene 400 out of 23655"
## [1] "fitting  gene 500 out of 23655"
## [1] "fitting  gene 600 out of 23655"
## [1] "fitting  gene 700 out of 23655"
## [1] "fitting  gene 800 out of 23655"
## [1] "fitting  gene 900 out of 23655"
## [1] "fitting  gene 1000 out of 23655"
## [1] "fitting  gene 1100 out of 23655"
## [1] "fitting  gene 1200 out of 23655"
## [1] "fitting  gene 1300 out of 23655"
## [1] "fitting  gene 1400 out of 23655"
## [1] "fitting  gene 1500 out of 23655"
## [1] "fitting  gene 1600 out of 23655"
## [1] "fitting  gene 1700 out of 23655"
## [1] "fitting  gene 1800 out of 23655"
## [1] "fitting  gene 1900 out of 23655"
## [1] "fitting  gene 2000 out of 23655"
## [1] "fitting  gene 2100 out of 23655"
## [1] "fitting  gene 2200 out of 23655"
## [1] "fitting  gene 2300 out of 23655"
## [1] "fitting  gene 2400 out of 23655"
## [1] "fitting  gene 2500 out of 23655"
## [1] "fitting  gene 2600 out of 23655"
## [1] "fitting  gene 2700 out of 23655"
## [1] "fitting  gene 2800 out of 23655"
## [1] "fitting  gene 2900 out of 23655"
## [1] "fitting  gene 3000 out of 23655"
## [1] "fitting  gene 3100 out of 23655"
## [1] "fitting  gene 3200 out of 23655"
## [1] "fitting  gene 3300 out of 23655"
## [1] "fitting  gene 3400 out of 23655"
## [1] "fitting  gene 3500 out of 23655"
## [1] "fitting  gene 3600 out of 23655"
## [1] "fitting  gene 3700 out of 23655"
## [1] "fitting  gene 3800 out of 23655"
## [1] "fitting  gene 3900 out of 23655"
## [1] "fitting  gene 4000 out of 23655"
## [1] "fitting  gene 4100 out of 23655"
## [1] "fitting  gene 4200 out of 23655"
## [1] "fitting  gene 4300 out of 23655"
## [1] "fitting  gene 4400 out of 23655"
## [1] "fitting  gene 4500 out of 23655"
## [1] "fitting  gene 4600 out of 23655"
## [1] "fitting  gene 4700 out of 23655"
## [1] "fitting  gene 4800 out of 23655"
## [1] "fitting  gene 4900 out of 23655"
## [1] "fitting  gene 5000 out of 23655"
## [1] "fitting  gene 5100 out of 23655"
## [1] "fitting  gene 5200 out of 23655"
## [1] "fitting  gene 5300 out of 23655"
## [1] "fitting  gene 5400 out of 23655"
## [1] "fitting  gene 5500 out of 23655"
## [1] "fitting  gene 5600 out of 23655"
## [1] "fitting  gene 5700 out of 23655"
## [1] "fitting  gene 5800 out of 23655"
## [1] "fitting  gene 5900 out of 23655"
## [1] "fitting  gene 6000 out of 23655"
## [1] "fitting  gene 6100 out of 23655"
## [1] "fitting  gene 6200 out of 23655"
## [1] "fitting  gene 6300 out of 23655"
## [1] "fitting  gene 6400 out of 23655"
## [1] "fitting  gene 6500 out of 23655"
## [1] "fitting  gene 6600 out of 23655"
## [1] "fitting  gene 6700 out of 23655"
## [1] "fitting  gene 6800 out of 23655"
## [1] "fitting  gene 6900 out of 23655"
## [1] "fitting  gene 7000 out of 23655"
## [1] "fitting  gene 7100 out of 23655"
## [1] "fitting  gene 7200 out of 23655"
## [1] "fitting  gene 7300 out of 23655"
## [1] "fitting  gene 7400 out of 23655"
## [1] "fitting  gene 7500 out of 23655"
## [1] "fitting  gene 7600 out of 23655"
## [1] "fitting  gene 7700 out of 23655"
## [1] "fitting  gene 7800 out of 23655"
## [1] "fitting  gene 7900 out of 23655"
## [1] "fitting  gene 8000 out of 23655"
## [1] "fitting  gene 8100 out of 23655"
## [1] "fitting  gene 8200 out of 23655"
## [1] "fitting  gene 8300 out of 23655"
## [1] "fitting  gene 8400 out of 23655"
## [1] "fitting  gene 8500 out of 23655"
## [1] "fitting  gene 8600 out of 23655"
## [1] "fitting  gene 8700 out of 23655"
## [1] "fitting  gene 8800 out of 23655"
## [1] "fitting  gene 8900 out of 23655"
## [1] "fitting  gene 9000 out of 23655"
## [1] "fitting  gene 9100 out of 23655"
## [1] "fitting  gene 9200 out of 23655"
## [1] "fitting  gene 9300 out of 23655"
## [1] "fitting  gene 9400 out of 23655"
## [1] "fitting  gene 9500 out of 23655"
## [1] "fitting  gene 9600 out of 23655"
## [1] "fitting  gene 9700 out of 23655"
## [1] "fitting  gene 9800 out of 23655"
## [1] "fitting  gene 9900 out of 23655"
## [1] "fitting  gene 10000 out of 23655"
## [1] "fitting  gene 10100 out of 23655"
## [1] "fitting  gene 10200 out of 23655"
## [1] "fitting  gene 10300 out of 23655"
## [1] "fitting  gene 10400 out of 23655"
## [1] "fitting  gene 10500 out of 23655"
## [1] "fitting  gene 10600 out of 23655"
## [1] "fitting  gene 10700 out of 23655"
## [1] "fitting  gene 10800 out of 23655"
## [1] "fitting  gene 10900 out of 23655"
## [1] "fitting  gene 11000 out of 23655"
## [1] "fitting  gene 11100 out of 23655"
## [1] "fitting  gene 11200 out of 23655"
## [1] "fitting  gene 11300 out of 23655"
## [1] "fitting  gene 11400 out of 23655"
## [1] "fitting  gene 11500 out of 23655"
## [1] "fitting  gene 11600 out of 23655"
## [1] "fitting  gene 11700 out of 23655"
## [1] "fitting  gene 11800 out of 23655"
## [1] "fitting  gene 11900 out of 23655"
## [1] "fitting  gene 12000 out of 23655"
## [1] "fitting  gene 12100 out of 23655"
## [1] "fitting  gene 12200 out of 23655"
## [1] "fitting  gene 12300 out of 23655"
## [1] "fitting  gene 12400 out of 23655"
## [1] "fitting  gene 12500 out of 23655"
## [1] "fitting  gene 12600 out of 23655"
## [1] "fitting  gene 12700 out of 23655"
## [1] "fitting  gene 12800 out of 23655"
## [1] "fitting  gene 12900 out of 23655"
## [1] "fitting  gene 13000 out of 23655"
## [1] "fitting  gene 13100 out of 23655"
## [1] "fitting  gene 13200 out of 23655"
## [1] "fitting  gene 13300 out of 23655"
## [1] "fitting  gene 13400 out of 23655"
## [1] "fitting  gene 13500 out of 23655"
## [1] "fitting  gene 13600 out of 23655"
## [1] "fitting  gene 13700 out of 23655"
## [1] "fitting  gene 13800 out of 23655"
## [1] "fitting  gene 13900 out of 23655"
## [1] "fitting  gene 14000 out of 23655"
## [1] "fitting  gene 14100 out of 23655"
## [1] "fitting  gene 14200 out of 23655"
## [1] "fitting  gene 14300 out of 23655"
## [1] "fitting  gene 14400 out of 23655"
## [1] "fitting  gene 14500 out of 23655"
## [1] "fitting  gene 14600 out of 23655"
## [1] "fitting  gene 14700 out of 23655"
## [1] "fitting  gene 14800 out of 23655"
## [1] "fitting  gene 14900 out of 23655"
## [1] "fitting  gene 15000 out of 23655"
## [1] "fitting  gene 15100 out of 23655"
## [1] "fitting  gene 15200 out of 23655"
## [1] "fitting  gene 15300 out of 23655"
## [1] "fitting  gene 15400 out of 23655"
## [1] "fitting  gene 15500 out of 23655"
## [1] "fitting  gene 15600 out of 23655"
## [1] "fitting  gene 15700 out of 23655"
## [1] "fitting  gene 15800 out of 23655"
## [1] "fitting  gene 15900 out of 23655"
## [1] "fitting  gene 16000 out of 23655"
## [1] "fitting  gene 16100 out of 23655"
## [1] "fitting  gene 16200 out of 23655"
## [1] "fitting  gene 16300 out of 23655"
## [1] "fitting  gene 16400 out of 23655"
## [1] "fitting  gene 16500 out of 23655"
## [1] "fitting  gene 16600 out of 23655"
## [1] "fitting  gene 16700 out of 23655"
## [1] "fitting  gene 16800 out of 23655"
## [1] "fitting  gene 16900 out of 23655"
## [1] "fitting  gene 17000 out of 23655"
## [1] "fitting  gene 17100 out of 23655"
## [1] "fitting  gene 17200 out of 23655"
## [1] "fitting  gene 17300 out of 23655"
## [1] "fitting  gene 17400 out of 23655"
## [1] "fitting  gene 17500 out of 23655"
## [1] "fitting  gene 17600 out of 23655"
## [1] "fitting  gene 17700 out of 23655"
## [1] "fitting  gene 17800 out of 23655"
## [1] "fitting  gene 17900 out of 23655"
## [1] "fitting  gene 18000 out of 23655"
## [1] "fitting  gene 18100 out of 23655"
## [1] "fitting  gene 18200 out of 23655"
## [1] "fitting  gene 18300 out of 23655"
## [1] "fitting  gene 18400 out of 23655"
## [1] "fitting  gene 18500 out of 23655"
## [1] "fitting  gene 18600 out of 23655"
## [1] "fitting  gene 18700 out of 23655"
## [1] "fitting  gene 18800 out of 23655"
## [1] "fitting  gene 18900 out of 23655"
## [1] "fitting  gene 19000 out of 23655"
## [1] "fitting  gene 19100 out of 23655"
## [1] "fitting  gene 19200 out of 23655"
## [1] "fitting  gene 19300 out of 23655"
## [1] "fitting  gene 19400 out of 23655"
## [1] "fitting  gene 19500 out of 23655"
## [1] "fitting  gene 19600 out of 23655"
## [1] "fitting  gene 19700 out of 23655"
## [1] "fitting  gene 19800 out of 23655"
## [1] "fitting  gene 19900 out of 23655"
## [1] "fitting  gene 20000 out of 23655"
## [1] "fitting  gene 20100 out of 23655"
## [1] "fitting  gene 20200 out of 23655"
## [1] "fitting  gene 20300 out of 23655"
## [1] "fitting  gene 20400 out of 23655"
## [1] "fitting  gene 20500 out of 23655"
## [1] "fitting  gene 20600 out of 23655"
## [1] "fitting  gene 20700 out of 23655"
## [1] "fitting  gene 20800 out of 23655"
## [1] "fitting  gene 20900 out of 23655"
## [1] "fitting  gene 21000 out of 23655"
## [1] "fitting  gene 21100 out of 23655"
## [1] "fitting  gene 21200 out of 23655"
## [1] "fitting  gene 21300 out of 23655"
## [1] "fitting  gene 21400 out of 23655"
## [1] "fitting  gene 21500 out of 23655"
## [1] "fitting  gene 21600 out of 23655"
## [1] "fitting  gene 21700 out of 23655"
## [1] "fitting  gene 21800 out of 23655"
## [1] "fitting  gene 21900 out of 23655"
## [1] "fitting  gene 22000 out of 23655"
## [1] "fitting  gene 22100 out of 23655"
## [1] "fitting  gene 22200 out of 23655"
## [1] "fitting  gene 22300 out of 23655"
## [1] "fitting  gene 22400 out of 23655"
## [1] "fitting  gene 22500 out of 23655"
## [1] "fitting  gene 22600 out of 23655"
## [1] "fitting  gene 22700 out of 23655"
## [1] "fitting  gene 22800 out of 23655"
## [1] "fitting  gene 22900 out of 23655"
## [1] "fitting  gene 23000 out of 23655"
## [1] "fitting  gene 23100 out of 23655"
## [1] "fitting  gene 23200 out of 23655"
## [1] "fitting  gene 23300 out of 23655"
## [1] "fitting  gene 23400 out of 23655"
## [1] "fitting  gene 23500 out of 23655"
## [1] "fitting  gene 23600 out of 23655"
```

```
# find significant differences
tstep <- T.fit(fit, step.method = "backward", alfa = 0.05)
```

```
## [1] "fitting  gene 100 out of 13437"
## [1] "fitting  gene 200 out of 13437"
## [1] "fitting  gene 300 out of 13437"
## [1] "fitting  gene 400 out of 13437"
## [1] "fitting  gene 500 out of 13437"
## [1] "fitting  gene 600 out of 13437"
## [1] "fitting  gene 700 out of 13437"
## [1] "fitting  gene 800 out of 13437"
## [1] "fitting  gene 900 out of 13437"
## [1] "fitting  gene 1000 out of 13437"
## [1] "fitting  gene 1100 out of 13437"
## [1] "fitting  gene 1200 out of 13437"
## [1] "fitting  gene 1300 out of 13437"
## [1] "fitting  gene 1400 out of 13437"
## [1] "fitting  gene 1500 out of 13437"
## [1] "fitting  gene 1600 out of 13437"
## [1] "fitting  gene 1700 out of 13437"
## [1] "fitting  gene 1800 out of 13437"
## [1] "fitting  gene 1900 out of 13437"
## [1] "fitting  gene 2000 out of 13437"
## [1] "fitting  gene 2100 out of 13437"
## [1] "fitting  gene 2200 out of 13437"
## [1] "fitting  gene 2300 out of 13437"
## [1] "fitting  gene 2400 out of 13437"
## [1] "fitting  gene 2500 out of 13437"
## [1] "fitting  gene 2600 out of 13437"
## [1] "fitting  gene 2700 out of 13437"
## [1] "fitting  gene 2800 out of 13437"
## [1] "fitting  gene 2900 out of 13437"
## [1] "fitting  gene 3000 out of 13437"
## [1] "fitting  gene 3100 out of 13437"
## [1] "fitting  gene 3200 out of 13437"
## [1] "fitting  gene 3300 out of 13437"
## [1] "fitting  gene 3400 out of 13437"
## [1] "fitting  gene 3500 out of 13437"
## [1] "fitting  gene 3600 out of 13437"
## [1] "fitting  gene 3700 out of 13437"
## [1] "fitting  gene 3800 out of 13437"
## [1] "fitting  gene 3900 out of 13437"
## [1] "fitting  gene 4000 out of 13437"
## [1] "fitting  gene 4100 out of 13437"
## [1] "fitting  gene 4200 out of 13437"
## [1] "fitting  gene 4300 out of 13437"
## [1] "fitting  gene 4400 out of 13437"
## [1] "fitting  gene 4500 out of 13437"
## [1] "fitting  gene 4600 out of 13437"
## [1] "fitting  gene 4700 out of 13437"
## [1] "fitting  gene 4800 out of 13437"
## [1] "fitting  gene 4900 out of 13437"
## [1] "fitting  gene 5000 out of 13437"
## [1] "fitting  gene 5100 out of 13437"
## [1] "fitting  gene 5200 out of 13437"
## [1] "fitting  gene 5300 out of 13437"
## [1] "fitting  gene 5400 out of 13437"
## [1] "fitting  gene 5500 out of 13437"
## [1] "fitting  gene 5600 out of 13437"
## [1] "fitting  gene 5700 out of 13437"
## [1] "fitting  gene 5800 out of 13437"
## [1] "fitting  gene 5900 out of 13437"
## [1] "fitting  gene 6000 out of 13437"
## [1] "fitting  gene 6100 out of 13437"
## [1] "fitting  gene 6200 out of 13437"
## [1] "fitting  gene 6300 out of 13437"
## [1] "fitting  gene 6400 out of 13437"
## [1] "fitting  gene 6500 out of 13437"
## [1] "fitting  gene 6600 out of 13437"
## [1] "fitting  gene 6700 out of 13437"
## [1] "fitting  gene 6800 out of 13437"
## [1] "fitting  gene 6900 out of 13437"
## [1] "fitting  gene 7000 out of 13437"
## [1] "fitting  gene 7100 out of 13437"
## [1] "fitting  gene 7200 out of 13437"
## [1] "fitting  gene 7300 out of 13437"
## [1] "fitting  gene 7400 out of 13437"
## [1] "fitting  gene 7500 out of 13437"
## [1] "fitting  gene 7600 out of 13437"
## [1] "fitting  gene 7700 out of 13437"
## [1] "fitting  gene 7800 out of 13437"
## [1] "fitting  gene 7900 out of 13437"
## [1] "fitting  gene 8000 out of 13437"
## [1] "fitting  gene 8100 out of 13437"
## [1] "fitting  gene 8200 out of 13437"
## [1] "fitting  gene 8300 out of 13437"
## [1] "fitting  gene 8400 out of 13437"
## [1] "fitting  gene 8500 out of 13437"
## [1] "fitting  gene 8600 out of 13437"
## [1] "fitting  gene 8700 out of 13437"
## [1] "fitting  gene 8800 out of 13437"
## [1] "fitting  gene 8900 out of 13437"
## [1] "fitting  gene 9000 out of 13437"
## [1] "fitting  gene 9100 out of 13437"
## [1] "fitting  gene 9200 out of 13437"
## [1] "fitting  gene 9300 out of 13437"
## [1] "fitting  gene 9400 out of 13437"
## [1] "fitting  gene 9500 out of 13437"
## [1] "fitting  gene 9600 out of 13437"
## [1] "fitting  gene 9700 out of 13437"
## [1] "fitting  gene 9800 out of 13437"
## [1] "fitting  gene 9900 out of 13437"
## [1] "fitting  gene 10000 out of 13437"
## [1] "fitting  gene 10100 out of 13437"
## [1] "fitting  gene 10200 out of 13437"
## [1] "fitting  gene 10300 out of 13437"
## [1] "fitting  gene 10400 out of 13437"
## [1] "fitting  gene 10500 out of 13437"
## [1] "fitting  gene 10600 out of 13437"
## [1] "fitting  gene 10700 out of 13437"
## [1] "fitting  gene 10800 out of 13437"
## [1] "fitting  gene 10900 out of 13437"
## [1] "fitting  gene 11000 out of 13437"
## [1] "fitting  gene 11100 out of 13437"
## [1] "fitting  gene 11200 out of 13437"
## [1] "fitting  gene 11300 out of 13437"
## [1] "fitting  gene 11400 out of 13437"
## [1] "fitting  gene 11500 out of 13437"
## [1] "fitting  gene 11600 out of 13437"
## [1] "fitting  gene 11700 out of 13437"
## [1] "fitting  gene 11800 out of 13437"
## [1] "fitting  gene 11900 out of 13437"
## [1] "fitting  gene 12000 out of 13437"
## [1] "fitting  gene 12100 out of 13437"
## [1] "fitting  gene 12200 out of 13437"
## [1] "fitting  gene 12300 out of 13437"
## [1] "fitting  gene 12400 out of 13437"
## [1] "fitting  gene 12500 out of 13437"
## [1] "fitting  gene 12600 out of 13437"
## [1] "fitting  gene 12700 out of 13437"
## [1] "fitting  gene 12800 out of 13437"
## [1] "fitting  gene 12900 out of 13437"
## [1] "fitting  gene 13000 out of 13437"
## [1] "fitting  gene 13100 out of 13437"
## [1] "fitting  gene 13200 out of 13437"
## [1] "fitting  gene 13300 out of 13437"
## [1] "fitting  gene 13400 out of 13437"
## [1] "Influence: 2655 genes with influential data at slot influ.info. Model validation for these genes is recommended"
```

```
# obtain list of significant genes
sigs <- get.siggenes(tstep, rsq = 0.7, vars = "groups")
```

Control only - Genes that change over the course of the experiment - 1719 genes

```
# number of significant
sigs$sig.genes$Control$g
```

```
## [1] 1762
```

```
# plot these genes 
library(mclust)
```

```
## Package 'mclust' version 5.4.9
## Type 'citation("mclust")' for citing this R package in publications.
```

```
## 
## Attaching package: 'mclust'
```

```
## The following object is masked from 'package:purrr':
## 
##     map
```

```
## The following object is masked from 'package:mgcv':
## 
##     mvn
```

```
see.genes(sigs$sig.genes$Control, show.fit = T, dis =design$dis, cluster.method="Mclust", cluster.data = 1, k.mclust=TRUE)
```

How the deposited data were processed for this re-analysis (not part of the article)

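RNA was measured in 24 libraries of HepG2/C3A spheroids, 3 for each of 8 groups: NaBut-treated (20 mM) and non-treated spheroids on days 1, 2, 3 and 10, where day 10 follows 3 days of treatment and 7 days of recovery. The authors trimmed paired-end reads with Trim Galore, aligned them to GRCh38 with STAR and quantified them with RSEM. The expected counts, as deposited by the authors, are RSEM's estimates of read pairs per gene and are not normalized. The TPM values were computed by the authors with RSEM and are scaled within each library for gene length and depth. The FPKM values were also computed by the authors with RSEM, per kilobase and depth, and were not used here. Whether the libraries were counted as stranded is not stated in the paper or in the sample records. Condition and bioreactor cannot be told apart, because treated and non-treated spheroids were kept in separate bioreactors.

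Of the 60708 gene identifiers, 60463 were matched to GENCODE release 44 for symbols and coordinates, 54131 of them with the same version, and 42028 have a symbol. The 44 copies of genes on the pseudoautosomal part of chromosome Y were kept as given. Among replicates, 24 pairs of libraries were compared and 0 were identical, with a chi-square per gene from 2.79 to 282.7. Genes were kept where the median zFPKM, computed from TPM, was above -3 in at least 1 group, which is the filter of Additional file 2 and left 23655 genes. Expected counts were rounded.

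Libraries were scaled with TMM and fitted with 8 group means in edgeR 4.0.16 (R 4.3.3). Tests were edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were NaBut against Nt on each day, the 4 days jointly, the day 10 minus day 3 difference, and change over time in Nt. No batch term was used, because the sample labels do not name the 2 batches that the authors corrected with ComBat-seq. Clusters are k-means with 8 centres, 25 starts and seed 123. The authors' regression was rewritten from Additional file 2 with MASS 7.3.60.0.1 on variance-stabilized values from DESeq2 1.42.0. A first run used the transformation that ignores the groups and was changed to the one that uses them, as in Additional file 2, after its counts and the paper's had been seen.

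Lists of genes for 23 processes and cell types were written from general knowledge before the data were examined, because no pathway database was at hand. They are cholesterol biosynthesis, DNA replication, mitosis and chromosome segregation, chromatin assembly factors, cytosolic ribosomal proteins, hepatocyte, hepatoblast, lipoprotein and cholesterol transport, complement and coagulation, TCA cycle, macroautophagy, cell-cell adhesion, chemotaxis, voltage-gated calcium and cation channels, phospholipid and GPI anchor biosynthesis, macrophage, microglia, neuron, astrocyte, ciliated epithelium, MHC class II, and the liver biomarkers and metallothioneins that the paper names. They were tested with camera and fry in limma 3.58.1, with an inter-gene correlation of 0.01 in camera and adjustment over 92 tests. The genes named in the text were set by a rule: the 5 highest and 5 lowest fold changes on day 3 and on day 10 among called genes with a symbol, a mean of at least 100 normalized counts and no overlap between treatments, every gene the paper names, and the 3 most highly expressed members of each list. Not every gene that the rule selects is named in the text.

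The 10 libraries with a total under 10000000 are called low-count and the other 14 high-count. These classes were defined after the data were examined. The low-count libraries had a median total of 2826684 and the high-count libraries of 23394039, so a gene at a given level has about 8 times fewer counts in a low-count library. Alternatives set before the data were examined were DESeq2's size factors, DESeq2 itself, no gene filter, edgeR's own filter, a mean of at least 10 counts, the effective gene length as an offset, a replicate block, 1 surrogate variable (sva 3.50.0), a threshold of 0.01, a fold change above 2, the 6 libraries of a day alone, the rewritten regression (its transformation changed later, as said above), other cluster numbers, other gene list tests, and leaving out each library in turn. The library class as a covariate, upper quartile scaling, TMM shifted until the median fold change is 0 within the high-count libraries, the high-count libraries alone, comparisons within a class, and ComBat-seq with the class as batch were added after the data were examined.

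The method was tested on simulated data. Changes were placed on day 3 only, in well expressed genes, at 1.5 to 2 on the log2 scale with a dispersion of 0.05. Genes near the floor, smaller changes and changes in a large share of the genes were not simulated. Of 200 changed genes among 23655, 190 were recovered without a class effect, with 7 others called. With a simulated class effect, 19 were recovered without the class as a covariate (0 others called) and 178 with it (5 others called). The rewritten regression recovered 138 of 200 among 2000 genes, with 2 others. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, exact permutation tests used scipy 1.17.1, the zFPKM fit used pracma 2.4.4, and figures were drawn with matplotlib 3.10.9.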

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

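The tests of the library class, of sequencing depth, of the opposite strand as the source of the class difference, and of the mitochondrial share were chosen only after the result was seen. The tests of genomic DNA, of the treatment response of overlapped genes, and of the remaining day 3 response without the class covariate were set before their results were seen.

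On days 3 and 10, 205 genes were called in opposite directions, 137 lower on day 3 and higher on day 10 and 68 the reverse. All 205 are among the 1380 genes with opposite directions when the library class is a covariate. Likewise, 4 gene lists were called lower on day 3 and higher on day 10. They were picked for these opposite calls, so their change between the same days is described and not tested. The median change was 1.51 for cholesterol biosynthesis (21 of 23 genes rose), 2.15 for complement and coagulation (30 of 38), 1.74 for hepatocyte genes (30 of 40) and 1.60 for lipoprotein and cholesterol transport (17 of 26). The hepatocyte list shares genes with the complement and the lipoprotein list. The day 10 call of the cholesterol list was not made by fry (adjusted p = 0.13). Leaving out a library changed the cholesterol call on day 10 (a median of -0.03 without Nt day 10 replicate 3, -0.04 without NaBut day 10 replicate 2 and 0.14 without NaBut day 10 replicate 3, against 0.27) and the complement call on day 3 (-0.35 without Nt day 3 replicate 2, against -0.73). The hepatocyte list kept its call on day 3 without Nt day 3 replicate 2, at -0.49 against -1.06. Without that library only low-count Nt libraries are left on day 3 against high-count NaBut libraries, so treatment and class cannot be told apart there. The lipoprotein list was at 0.38 on day 10 without Nt day 10 replicate 1, against 0.60. Among single genes, picked in the same way, the log2 fold change (NaBut against Nt) of G6PC1 differed by 7.57 between day 3 and day 10 (standard error 0.82) and that of HSPA6 by -7.55 (standard error 0.86). From day 3 to day 10, G6PC1 went from 52.4 to 1276 normalized counts in NaBut and from 405.3 to 50.5 in Nt, and HSPA6 from 88.2 to 20.9 in NaBut and from 12.9 to 562.4 in Nt, so most of the difference for HSPA6 lies in Nt. The differences were 8.27 and -7.66 when the library class is a covariate.

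The split of the libraries into low-count and high-count is argued against as the source of the day 10 differences, because 6402 genes are called with the class as a covariate and 7764 in the high-count libraries only. The fit that compares days 1 to 3 within the high-count libraries gave 4284 on day 10. On day 10, 1 of the 10 splits of the 6 libraries, the real one, gave 1170 genes or more, and the others gave 0. It was also 1 of 10 with the class as a covariate, the next split giving 430. Since 3 libraries against 3 make 10 splits, these counts cannot go below that share. Whether the day 10 differences are a remainder of the day 3 response cannot be told apart from a grouping of 6 libraries: 53.1% of the day 3 genes kept their sign, and 7 of the 9 other splits gave a share at least as high, counting each split in its more favourable orientation. The share was 59.4% with the class as a covariate, and 2 other splits gave at least that. The bioreactor is confounded with the treatment on each day and stays open, as does an effect of the recovery itself, which the design names and which was not tested apart from the bioreactor.

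The mitochondrial share of counts, which the paper does not report, was 2.51 ± 1.25% in the high-count NaBut libraries of days 1 to 3 and 0.97 ± 0.27% in the Nt ones (SD, n = 5 each, two-sided exact permutation test, p = 0.0238, and 0.0476 adjusted for the 2 classes). The smallest p that 5 against 5 allow is 0.00794, and the largest p when leaving out a library was 0.0714. In the low-count libraries it was 3.56 ± 1.5 and 2.16 ± 0.37% (SD, n = 4 each, exact permutation test, p = 0.171). In both classes the mix of days differs between the treatments, and the test takes libraries of different days as exchangeable. The class is argued against as the source of the whole difference, because it is found within 1 class (exact permutation test, p = 0.0238), but leaving out a library there can take the p above 0.05. The 13 mitochondrial genes had a median log2 fold change of 0.21 on day 1, 2.00 on day 2 (12 called), 0.48 on day 3 (1 called) and 0.55 on day 10. With the class as a covariate it was 0.33 on day 1, 0.84 on day 3 (6 called) and 0.51 on day 10. On day 2 the median was 2.38 with DESeq2's size factors and 1.46 with the class as a covariate. That day sets 3 NaBut libraries, 2 of them low-count, against 3 high-count Nt libraries. A change in the amount of other RNA stays open and was not tested.

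In the low-count libraries, 1572 genes that overlap a gene on the opposite strand with at least 10 times their count had a higher mean count than in the high-count libraries, although the total was lower. The paper does not report on such genes. CCDC152, which overlaps SELENOP, had 5758 ± 2415 CPM in the 10 low-count libraries and 27 ± 10 in the 14 high-count ones (SD). SELENOP had 444 ± 62 and 1162 ± 217. TUBA1B-AS1, which overlaps TUBA1B, had 2130 ± 1194 and 18 ± 9, and ATP6V1C2, which overlaps PDIA6, 1836 ± 545 and 6 ± 5. These are the 3 pairs with symbols and the highest counts in the low-count libraries, and they were chosen after their values were seen.

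Shallower sequencing of the same kind of library is argued against. When a high-count library was drawn down to the total of a low-count library of its group, it had at least 3.48 percentage points more of its counts on protein-coding genes than that library, and 2 libraries of 1 class within a group differed by at most 2.06. It also had fewer genes with a count in 10 of the 10 draws. Genomic DNA is argued against as well, because the 16458 genes silent in the high-count libraries with no gene on the opposite strand hold at most 0.0416% of the counts of a low-count library, and at least 97.92% of them stay at 0. A candidate explanation is that reads of the low-count libraries were counted on the opposite strand. In the 6 groups with both classes, the median log2 ratio of counts (low over high) of overlapped genes was at least 1.17, against -3.21 or less for other genes, and the control comparison among high-count Nt day 2 libraries gave 0.0 and -0.3. Across 1743 overlapped genes, the treatment response in the low-count libraries followed the partner's response in the high-count libraries more closely than the gene's own, by a difference in correlation of 0.106 (95% interval over 1000 resamples from 0.044 to 0.165). The part of the explanation that concerns levels was not borne out: across pairs, counts in the low-count libraries followed the partner's level no more closely (difference of at most 0.01), which leaves it undecided. The limits for an overlap (100 counts, 10 times, 200 bases) were set after a first look with other limits. The paper states neither the strand setting nor which libraries form its batches, and no biological explanation was tested for the classes.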

How the results depend on the processing

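Tests of the library class, of upper quartile scaling and of the comparisons within a class were chosen only after the result was seen, as were the shift of TMM to a median fold change of 0, the regression after ComBat-seq and the fits with the high-count libraries alone. Across alternatives that keep every library, 95 of 139 comparisons of counts and summary values stayed within 1.5 times or, for shares and slopes, within their spread, 43 moved and 1 reversed. None of these values moved under DESeq2's size factors or edgeR's filter.

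The library class, and the surrogate variable that correlates with it, moved the counts. With 1 surrogate variable, 17058 genes differed jointly, 11352 on day 1, 12875 on day 2, 12289 on day 3, 6394 on day 10 and 2783 over time in Nt. With the library class as a covariate the counts were 16772, 11195, 12704, 11546, 6402 and 2538. In the high-count libraries only the day 10 count was 7764, and 4284 in the fit that compares days 1 to 3 within them. The share of day 3 genes called in the same direction on day 10 was 21.92% and 22.94%, and the day 3 genes whose effect differed on day 10 6932 and 6361. In simulated data, a class effect with no term for it also left most changed genes uncalled (19 of 200 recovered, against 178 with the term). The cause in these libraries was not tested. Under the class covariate, leaving out a library gave from 16200 to 17038 genes jointly, from 8644 to 10425 on day 1, from 9804 to 12287 on day 2, from 7821 to 11146 on day 3, from 4815 to 6495 on day 10 and from 1364 to 2697 over time in Nt (1364 without Nt day 10 replicate 2 and 1674 without Nt day 10 replicate 1). Within the high-count libraries it gave from 14365 to 15594, and within the low-count libraries from 9350 to 10110.

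An adjusted p under 0.01 gave 3073 day 1 genes, 4997 day 2 genes, 3884 day 3 genes, 509 day 10 genes and 65 over time in Nt, by construction fewer. A fold change above 2 left 769 genes on day 10. Only the 6 libraries of a day gave 1344 genes on day 1 and 0 on day 10 (1954 at an unadjusted p under 0.05). DESeq2 gave 2119 genes on day 10, 867 over time in Nt, a share of 9.59% and 5489 genes whose effect differed between the days. With no filter, which tests 38402 genes, these were 600, 51, 5.45% and 1695. The effective length offset gave 82 genes over time in Nt and a share of 5.8%, upper quartile scaling 112, and a mean of at least 10 counts a share of 11.14%. The rewritten regression gave 6069 genes jointly and 2784 over time in Nt, and after ComBat-seq with the class as batch 6124 and 1741. The slope of day 10 on day 3 reversed to -0.077 with DESeq2. Except for the threshold and the number of genes or libraries tested, the cause was not tested.

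The replicate numbers do not pair the libraries: correlations of deviations ran from -0.817 to 0.83 for the 12 same-number pairs (median 0.054, 4 over 0.1) and from -0.824 to 0.846 for the 24 others (median -0.006, 6 over 0.1). With a replicate block, 9097 genes differed jointly, 4638 on day 1, 8154 on day 2, 6163 on day 3, 1052 on day 10 and 120 over time in Nt. The share of higher calls moved by over 10 points on day 1 with upper quartile scaling (65.4% against 54.7%) and with the effective length offset (67%) and the 6 libraries of day 1 alone (66.5%), on day 3 with DESeq2 (45.4% against 58.5%), and on day 10 with the effective length offset (42.4% against 52.5%). The share of genes in higher clusters was 41.2% without centring and 51.6% with the class removed, over that fit's 16772 genes.

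Leaving out each library in turn gave from 8429 to 11972 genes jointly (24 fits), from 3726 to 4696 on day 1, from 6279 to 9261 on day 2, from 4877 to 7193 on day 3, from 643 to 1053 on day 10 and from 44 to 234 over time in Nt (12 fits). The day 10 genes were 643 without Nt day 10 replicate 2, 740 without NaBut day 10 replicate 3 and 765 without NaBut day 10 replicate 2. Over time in Nt there were 44, 59, 96, 99, 100, 109 and 118 without Nt day 10 replicates 2 and 1, day 2 replicate 3, day 1 replicate 2, day 2 replicates 1 and 2, and day 1 replicate 1. The day 10 share of day 3 genes ran from 4.57% (without Nt day 10 replicate 2, and 5.01% without NaBut day 10 replicate 3) to 9.95%, and the genes whose effect differed between the days from 1891 to 3918 (without Nt day 10 replicate 3). The slope ran from -0.153 to 0.357. It reversed without Nt day 10 replicate 3 and was highest without NaBut day 10 replicate 1.

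Of the 92 gene list tests, 62 were called, 72 by fry, 7 with an estimated correlation, and from 51 to 64 when leaving out a library. In 138 comparisons of the lists on day 3 that keep every library, 14 became weaker, 5 stronger and 1 reversed, the metallothioneins to 0.28 with the class as a covariate. In 138 that left out a library, 5 became weaker, 2 stronger and 1 reversed, the TCA cycle, where camera's direction turned from lower to higher without Nt day 3 replicate 2 (medians from 0.05 to 0.56, that one the highest). Of 320 comparisons of 32 results for the genes with the largest changes and those that the paper names, 18 became weaker, 4 stronger and 6 reversed. With 1 surrogate variable and with the class as a covariate, GOT2 was at -0.20 and -0.26, MT1E at 0.13 and 0.18, and MT2A at 0.28 and 0.36. Of 192 of these results that left out a library, 37 became weaker and 1 reversed, LDHA, from -1.14 to 0.27 (without Nt day 3 replicate 2). Members of gene lists are not in these 2 counts, and several reverse when a library is left out, TOP2A, LYZ and APOB among them. For these too, the cause was not tested. The fits without Nt day 3 replicate 2 set high-count NaBut libraries against low-count Nt libraries on day 3. Changes in them cannot tell the treatment from the library class.

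Depth limits genes at low levels most on NaBut days 1 and 2 and Nt days 1 and 3, where 2 of the 3 libraries are low-count.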

Differences from the paper's values

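Values under the library class as a covariate, the regression after ComBat-seq with the class as batch and upper quartile scaling come from tests chosen only after the result was seen.

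The joint test found 9510 genes with a different course under NaBut, against the paper's 6230 in its text and 6161 in the output of Additional file 2. Of the 9 alternatives set before the data were examined that keep every library, other than the rewritten regression, 6 came within 1.5 times of both: no filter (8000), edgeR's filter (8773), a mean of at least 10 counts (8324), the effective length offset (9234), the replicate block (9097) and an adjusted p under 0.01 (6585). DESeq2's size factors (10190), DESeq2 (12203) and 1 surrogate variable (17058) did not. The rewritten regression (6069) came within it too, but its transformation was changed after its counts and the paper's had been seen. The paper's regression also sets a lower limit on how well the model fits each gene, which the joint test does not. In the rewritten regression 13039 genes passed the first step. After the selection of terms and this limit, 6069 with a term for NaBut were left. Of the 24 fits without a library, 16 were within 1.5 times of the paper's 6230 and 15 of the paper's 6161. Of those chosen after seeing the values, the regression after ComBat-seq with the library class as batch (6124) was within it, and the class as a covariate (16772) and upper quartile scaling (10118) were not.

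In Nt, 180 genes changed over time, against the paper's 1762 in the output and 1719 in a heading of Additional file 2. None of the 9 alternatives set before the data were examined, other than the rewritten regression, came within 1.5 times of both: DESeq2's size factors (131), DESeq2 (867), no filter (51), edgeR's filter (174), a mean of at least 10 counts (244), the effective length offset (82), the replicate block (120), 1 surrogate variable (2783) and an adjusted p under 0.01 (65). The rewritten regression (2784), changed as said above, did not either. Nor did any of the 12 fits without a library. The class as a covariate (2538) and the regression after ComBat-seq with the class as batch (1741), both chosen after seeing the values, came within 1.5 times, and upper quartile scaling (112), also chosen then, did not. The regression counts a gene for Nt when its model of both treatments fits to the set limit and keeps a time term. The joint test compares the Nt days directly, so the counts of the 2 methods are unlike.

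The libraries held a mean of 14.89 M counts on genes, against the paper's 45 M reads per sample. The units differ, since the paper counts reads and the value here counts read pairs assigned to genes, so a pair is counted once. The high-count libraries had a median of 23394039. No alternative applies.

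The paper describes macroautophagy as enhanced under NaBut. Its list was not called on day 3 (0.34, camera adjusted p = 0.43). Over its alternatives on day 3 the adjusted p ran from 0.097 to 0.76, and fry with the class as a covariate, chosen after seeing the values, called it (0.0037). On day 1 it was called (0.28, adjusted p = 0.034), though not without Nt day 1 replicate 1 (0.10), Nt day 1 replicate 2 (0.17) or NaBut day 1 replicate 3 (0.02), and at 0.72 without Nt day 1 replicate 3. Day 1 (0.0025) and day 2 (0.031) were called by camera with the class as a covariate, chosen after seeing the values. The paper also describes chemotaxis, calcium activity and the biosynthesis of phospholipids and glycerolipids as enhanced. On day 3 the chemotaxis list (0.63, and 1.14 without Nt day 3 replicate 3 and 1.10 without Nt day 3 replicate 1) was not called by camera (adjusted p = 0.28) and was by fry (0.046, the alternatives running to 0.83). The channel list (1.01, and 0.09 without Nt day 3 replicate 2) was not called by camera (0.068) and was by fry (0.024), without Nt day 3 replicate 3 (0.03) and with the class as a covariate, chosen after seeing the values (0.028), with up to 0.57 elsewhere. Camera called the channel list as higher on day 1 (1.09, adjusted p = 0.0088) and day 2 (3.36, adjusted p = 0.0049). With the class as a covariate these were 0.037 and 0.018. On day 1 the adjusted p rose to as much as 0.15 when leaving out a library. The phospholipid list (0.29) was not called (0.29) except without Nt day 3 replicate 2 (0.56, adjusted p = 0.014), with up to 0.95 elsewhere, and was at 0.14 without Nt day 3 replicate 3. Values without Nt day 3 replicate 2 set high-count NaBut libraries against low-count Nt libraries, so they cannot tell the treatment from the class. Of the cell types, the astrocyte list (0.47, adjusted p = 0.07) and, for lung, the ciliated epithelium list (1.86, adjusted p = 0.13), at 0.81 and 0.86 without Nt day 3 replicate 2, were not called by camera on day 3 and were by fry (0.00011 and 0.018), both running to 0.59 elsewhere. Ciliated epithelium was called by camera on days 1 and 2 (0.014 and 0.018), and not on day 1 without Nt day 1 replicate 3 (0.14, adjusted p = 0.18). With the class as a covariate, chosen after seeing the values, camera called it on day 1 (0.034) and not on day 2 (0.054).

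The paper describes a general return of affected genes to the level of the control by day 10. Here 1170 genes differed on day 10, of which 511 (7.68% of the day 3 genes) were also called on day 3 in the same direction. The paper says that the regulation of liver functions seen in proteins after recovery was not noticed in the RNA. Here the complement list had a median of 1.15 and the lipoprotein list of 0.60 (0.38 without Nt day 10 replicate 1) on day 10.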

Other observations

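The tests of scaling, of the batches, and of the splits with the class as a covariate, within a class and over time in Nt were chosen only after the result was seen, and the other splits and the test of low expression in Nt were set before.

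Other splits of the libraries were compared with the real one. For the joint test, 1 of the 100 splits, the real one, gave at least 9510 genes, the next giving 8712 and 8122, and 12 of the others gave more than 0. It was 1 of 60 with the class as a covariate, the next giving 7702. On days 1, 2 and 3 it was 1 of the 10 splits of the 6 libraries each, with 0 genes in the others, and 3 against 3 cannot give a smaller share. For change over time in Nt it was 1 of 60 (next 40), within the high-count libraries of days 1 to 3 it was 1 of 100 (next 775), and within the low-count libraries 1 of 35 (next 0).

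More genes were higher than lower under NaBut on days 1 to 3 by edgeR with TMM, though by DESeq2 4285 were higher and 5152 lower on day 3 (45.4%). Within the high-count libraries the share of higher calls was 54.9% with TMM (from 54.8 to 56.2% when leaving out a library), 59.7% with DESeq2's size factors and 61.4% with upper quartile scaling, which both shift all genes upward from TMM. When TMM was shifted until the median log2 fold change over all genes was 0, the share was 51% (from 50.5 to 51.4% when leaving out a library). That shift moves the share towards an even split by construction, so it does not test whether scaling makes the excess. Scaling stays open there, since the size of the excess differed between TMM, DESeq2's size factors and upper quartile scaling. On day 1 with the class as a covariate the side of an even split depended on the scaling, with 47.0% by TMM and 58.3% by upper quartile scaling. A change of scaling moves all genes of a library alike, so these values do not settle the side. Whether the excess reflects the induction of genes that are low or silent in Nt stays open. Among called genes with a mean of at least 1000 normalized counts in the high-count libraries 33.1% were higher, against 62% below that mean, but a gene near 0 in Nt can only be called higher, so the test does not decide. An effect of the bioreactor stays open as well.

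The batches that the paper corrected may be the library classes. Deviations from the gene mean in the part of Table S2 used here had a correlation of 0.9919 with those computed after ComBat-seq with the class as batch, and 0.8439 with uncorrected values, over 1688 genes. The limit for this comparison was set after the values were seen.

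Other lists on day 10 had medians of -0.91 for DNA replication, -1.12 for mitosis, -0.84 for chromatin assembly factors, 0.76 for hepatocyte, 0.12 for hepatoblast, 0.47 for macrophage, 0.66 for neuron and 0.74 for astrocyte genes. Without NaBut day 10 replicate 1, the macrophage median was 0.08 and the neuron median -0.43. Without Nt day 10 replicates 1, 2 and 3 and NaBut day 10 replicate 3 in turn the neuron median was 0.32, 0.10, 1.20 and 1.10. The macrophage median was 0.17 and 0.18 without Nt day 10 replicates 1 and 2, the astrocyte median 0.48 without Nt day 10 replicate 2, and the hepatoblast median 0.05 without Nt day 10 replicate 3 and 0.19 without Nt day 10 replicate 2 or NaBut day 10 replicate 3. Among them, DNA replication, mitosis, chromatin assembly and hepatocyte genes were called by camera (adjusted p = 1.9e-16, 4.2e-16, 1.2e-10 and 1.1e-10), and each stays called when leaving out a library. Hepatoblast genes were called without NaBut day 10 replicate 1 (0.35, adjusted p = 0.031), and astrocyte genes without Nt day 10 replicate 3 (0.89, adjusted p = 0.048). Macroautophagy was called on day 10 (-0.13, adjusted p = 0.018), though not without Nt day 10 replicate 2 (-0.09) or NaBut day 10 replicate 1 (-0.08), and was -0.34 and -0.22 without Nt day 10 replicate 3 and NaBut day 10 replicate 3. Adhesion was called (0.42, adjusted p = 0.019), though not without NaBut day 10 replicate 1 (-0.06), and microglia (0.82, adjusted p = 0.029), though not without Nt day 10 replicate 2 (0.51) or NaBut day 10 replicate 1 (0.52). Without Nt day 10 replicate 3 and NaBut day 10 replicate 3, adhesion was at 0.99 and 1.08 and microglia at 1.46 and 1.35, and without Nt day 10 replicate 2 adhesion was at 0.11. With the class as a covariate, chosen after the values were seen, hepatoblast (0.18, adjusted p = 0.0067) and astrocyte genes (0.83, adjusted p = 0.036) were called and microglia were not (0.92, adjusted p = 0.13). With DESeq2's size factors hepatoblast genes were called (0.21, adjusted p = 0.0027) and macroautophagy was not (-0.06, adjusted p = 0.058). By fry, hepatoblast, astrocyte and macrophage genes were called (adjusted p = 0.0077, 0.0057 and 0.04) and macroautophagy was not (0.19).

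In 24 tests for a library far from the others, 6 measures in 4 groups of 4 or 5 libraries of days 1 to 3 of 1 class and treatment, 0 had one past the critical value. The libraries of day 10 were not tested.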
